# Tet-mediated DNA hydroxymethylation regulates retinal neurogenesis by modulating cell-extrinsic signaling pathways

**DOI:** 10.1371/journal.pgen.1006987

**Published:** 2017-09-19

**Authors:** Pawat Seritrakul, Jeffrey M. Gross

## Abstract

DNA hydroxymethylation has recently been shown to play critical roles in regulating gene expression and terminal differentiation events in a variety of developmental contexts. However, little is known about its function during eye development. Methylcytosine dioxygenases of the Tet family convert 5-methylcytosine (5mC) to 5-hydroxymethylcytosine (5hmC), an epigenetic mark thought to serve as a precursor for DNA demethylation and as a stable mark in neurons. Here, we report a requirement for Tet activity during zebrafish retinal neurogenesis. In *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, retinal neurons are specified but most fail to terminally differentiate. While differentiation of the first born retinal neurons, the retinal ganglion cells (RGCs), is less affected in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants than other retinal cell types, the majority of RGCs do not undergo terminal morphogenesis and form axons. Moreover, the few photoreceptors that differentiate in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants fail to form outer segments, suggesting that Tet function is also required for terminal morphogenesis of differentiated retinal neurons. Mosaic analyses revealed a surprising cell non-autonomous requirement for tet2 and tet3 activity in facilitating retinal neurogenesis. Through a combination of candidate gene analysis, transcriptomics and pharmacological manipulations, we identified the Notch and Wnt pathways as cell-extrinsic pathways regulated by tet2 and tet3 activity during RGC differentiation and morphogenesis. Transcriptome analyses also revealed the ectopic expression of non-retinal genes in *tet2*^*-/-*^*;tet3*^*-/-*^ mutant retinae, and this correlated with locus-specific reduction in 5hmC. These data provide the first evidence that Tet-dependent regulation of 5hmC formation is critical for retinal neurogenesis, and highlight an additional layer of complexity in the progression from retinal progenitor cell to differentiated retinal neuron during development of the vertebrate retina.

## Author summary

Tet enzymes function to convert methylated cytosines (5mC) to hydroxymethylated cytosines (5hmC), an epigenetic mark associated with active transcription or as a precursor to demethylation. Here, we generated zebrafish *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, which are deficient in the ability to convert 5mC to 5hmC. We identified functions for Tet enzymes in regulating gene expression and cell type-specific differentiation of retinal progenitor cells (RPCs) into neurons and glia during retinal development. Specifically, in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, despite relatively normal expression of specification markers, the majority of retinal cell types do not express markers of differentiation and they fail to undergo terminal differentiation and morphogenesis. Genome-wide expression profiling identified down-regulation of numerous retinal genes in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, and surprisingly, upregulation of cardiac and skeletal muscle-specific genes that are not normally expressed in the eye. Mechanistically, tet2 and tet3 function upstream of cell-extrinsic signaling pathways to enable specified RPCs to undergo terminal differentiation. This study is the first detailed analysis of Tet function during eye development and identifies an exciting new layer of epigenetic regulation operating during retinal neurogenesis.

## Introduction

In vertebrates, the majority of CpG sequences in the genome are characterized by addition of a methyl group to the 5th carbon of cytosine residues, 5mC [1]. Hypermethylation within promoters/enhancers is associated with reduced gene transcription [2], while gene body methylation directly correlates with expression [3]. Indeed, DNA methylation is critical for silencing imprinted genes and transposons [4–6]. Subsets of genes are differentially methylated according to tissue and cell type, and DNA methylation is thought to be a mechanism whereby cell type-specific expression patterns are set during terminal differentiation [7, 8], and by which some somatic progenitor cell populations are maintained [9–12].

Three main biochemical events orchestrate DNA methylation. First, *de novo* methylation, mediated by Dnmt3-family proteins, functions to methylate regions of hypomethylated DNA and is required for tissue-specific differentiation during development [8, 13–15]. Second, maintenance methylation, mediated by DNA methyltransferase-1 (Dnmt1), copies the methylation pattern from existing DNA strands on to nascent daughter strands during DNA replication, a process that is important for maintaining the identities of actively proliferating cell populations [10, 16]. Third, demethylation is the mechanism by which 5mC is removed from the genome. Far less is known about DNA demethylation but several biochemical pathways have been proposed to be involved and these include: replication-dependent passive dilution, direct base excision by the DNA repair machinery, and active enzymatic conversion of 5mC (reviewed in [17]). Of these pathways, most evidence supports the latter and a role for members of the ten-eleven translocation (Tet) family of methylcytosine dioxygenases. These enzymes mediate the conversion of 5mC to 5-hydroxymethylcytosine (5hmC), which can then be converted to non-methylated cytosine [18–20].

Recent studies have identified roles for Tet proteins and DNA hydroxymethylation during vertebrate development, stem cell maintenance and in diseases such as cancer. In mouse, *Tet1* and *Tet2* knockouts are viable and fertile, while *Tet1*^*-/-*^*;Tet2*^*-/-*^ double knockouts show a partially penetrant perinatal lethality associated with imprinting abnormalities [21]. A recently generated Tet1 knockout mouse showed forebrain defects at late gastrulation and high mortality [22]. *Tet1/2/3* triple knockout ES cells possess a massive loss of 5hmC, deregulated gene expression, and an impaired ability to differentiate [23]. In frog, depletion of Tet3 by a translation-blocking morpholino (MO) affects early neural development and causes an eyeless phenotype [24]. *tet2* MO-based knockdown in zebrafish results in mild defects in erythropoiesis [25]; however, mutations in *tet2* do not cause any overt embryonic phenotype, although *tet2*^*-/-*^ adults develop progressive age-related clonal myelodysplasia [26]. More recently, overlapping roles for *tet2* and *tet3* during hematopoietic stem cell differentiation have been identified [27]. Likely related to their functions during hematopoiesis, Tet proteins are also associated with a number of hematological malignancies in humans (reviewed in [28]).

Within the nervous system, Tet expression and 5hmC enrichment is detected in the developing mouse brain [29, 30]. 5hmC levels increase during neuronal differentiation, with enrichment at enhancers and also within gene bodies of neuronal genes [30]. This enrichment is interesting because it is not associated with subsequent demethylation, in agreement with a study that shows biochemical stability of 5hmC marks within the genome [31]. Beyond loss-of-function experiments, *Tet3* overexpression in mouse olfactory neurons results in an increase in 5hmC levels, altered gene expression, and defects in axon targeting [32], and tet3 activity is upregulated in dorsal root ganglia neurons during axon regeneration [33].

More recent work has shown that Tet proteins regulate both intrinsic and extrinsic pathways during development. Intrinsically, Tet activity is required during hematopoiesis [34] and B-cell development [35]. Tets also modulate the activity of extrinsic signaling pathways in a variety of contexts. Tets suppress Wnt pathway activity during early mouse development to balance mesoderm and neuroectoderm fates [36], while at later stages in the intestinal epithelium, Tet1 is required for Wnt pathway activation [37]. During gastrulation, Tet activity regulates the Nodal pathway by suppressing the expression of Nodal inhibitors [38].

Although DNA methylation and hydroxymethylation have been studied extensively in the context of stem cell programming and disease, far less is known about their roles during development and in regulating organogenesis to create a complex structure like the retina. The vertebrate retina consists of seven main cell types that perform distinct functions in phototransduction and visual signal transmission (reviewed in [39]). These cells are organized in the three retinal layers: the ganglion cell layer (GCL), outer nuclear layer (ONL), and inner nuclear layer (INL). The retina develops from a common pool of seemingly indistinguishable multipotent retinal progenitor cells (RPCs), which ultimately give rise to all retinal cells in a stereotyped time order (reviewed in [40]).

While much has been learned regarding the specification events that direct RPCs to distinct retinal cell fates, we know little about the epigenetic regulation of these events, or the mechanisms underlying terminal differentiation and morphogenesis of retinal neurons and glia. Indeed, no studies have determined whether Tet function or DNA hydroxymethylation are required during retinal development. To address this topic we functionally inactivated the *tet2* and *tet3* genes in zebrafish and identified defects in retinal development that resulted from deregulated gene expression in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants. This is the first detailed analysis of Tet function during vertebrate retinal development, and our data support a model in which Tet-mediated regulation of 5hmC levels is critical for retinal neurogenesis.

## Results

### *tet2* and *tet3* expression and functional inactivation

Several studies have reported the expression of Tet-family genes in developing embryos and in tissues, including the eye (e.g. [24, 29]). Zebrafish possess three Tet-family genes (*tet1*, *tet2* and *tet3*), and these are orthologous to mouse and human Tet1-3 (S1A Fig). At 24 hours post fertilization (hpf) all three *tet* genes are expressed broadly throughout the embryo, including the eye (S1B–S1D Fig). At 48 and 72hpf, *tet1* expression is faint in the head and is expressed at comparatively lower levels in the eye than *tet2* and *tet3* (S1E and S1H Fig). At 48 and 72hpf, *tet2* and *tet3* are strongly expressed in the anterior of the embryo and, in the eye, transcripts are enriched in the GCL and INL, and are more faintly detected in the ONL (S1F, S1G, S1I and S1J Fig).

Because *tet2* and *tet3* were the only Tet-family genes that showed prominent retinal expression past 24hpf, and a recent report demonstrated that *tet1* was dispensable for normal zebrafish development and for DNA hydroxymethylation [27], we focused on *tet2* and *tet3* for functional perturbations. Mutant alleles were created by designing transcription activator-like effector nucleases (TALENs) targeting the first exon of *tet2* and the sixth exon of *tet3* [41]. Injected mosaic founders were screened for germline transmission, and mutant alleles were detected and sorted by restriction fragment length polymorphisms (RFLP) and then sequenced (Fig 1A and 1B; S2 Fig). Two alleles were identified and maintained: *tet2*^*au59*^ mutants possess a 10bp deletion which is predicted to cause a frameshift beginning at amino acid (aa) 407, inserting 37 incorrect amino acids and truncating the protein at aa 444 out of 1,716 [c.1,219_1,229delATAGATTTAA, p.Ile407Thrfs*37], and *tet3*^*au60*^ mutants possess a 22bp deletion mutation, which is predicted to cause a frameshift beginning at aa 1,212, inserting 92 incorrect aa and truncating the tet3 protein at aa 1,304 out of 2,052 [c.4,860_4,881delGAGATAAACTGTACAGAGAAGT, p.Gly1,212Alafs*92].

**Fig 1:**
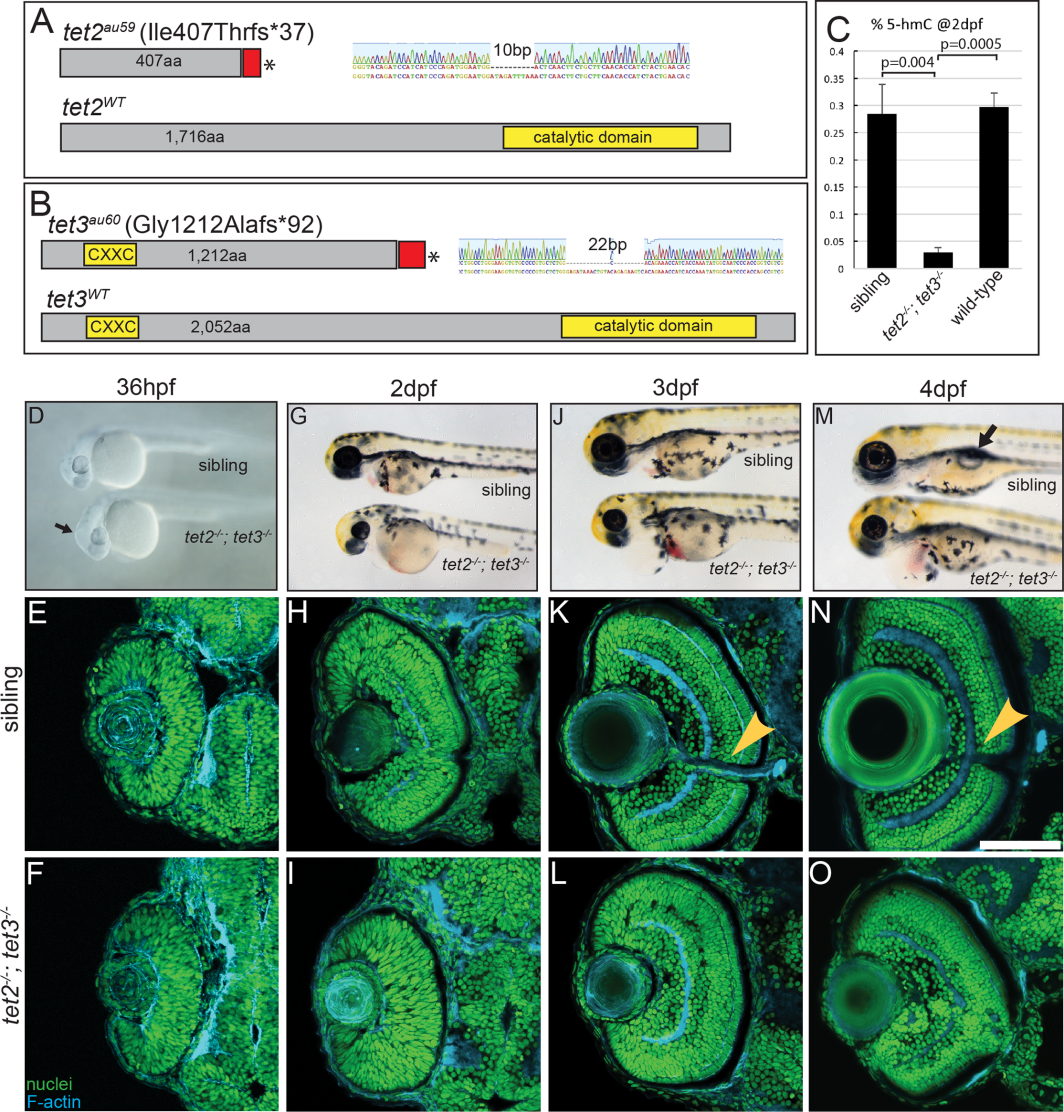
*tet2*^*-/-*^*;tet3*^*-/-*^ mutants are deficient in 5mC → 5hmC conversion and display abnormalities in retinal development. (A) *tet2*^*au59*^ mutants possess a 10bp deletion resulting in a frameshift, insertion of 37 incorrect aa’s (red), and a premature stop codon, truncating the protein at amino acid (aa) 444 of 1,716aa. (B) *tet3*^*au60*^ mutants possess a 22bp deletion, resulting in a frameshift, insertion of 92 incorrect aa’s (red), and a premature stop codon, truncating the protein at aa 1,304 of 2,052. (C) Genomic DNA isolated from 2dpf *tet2*^*-/-*^*;tet3*^*-/-*^ mutants shows a >9 fold reduction in global 5hmC levels when compared to phenotypically wild-type siblings and genetically wild-type embryos in an ELISA (n = 20 embryos, p = 0.004 and p = 0.0005, respectively; Error bars = ± 1 S.D.). (D) At 36hpf, *tet2*^*-/-*^*;tet3*^*-/-*^ mutants are identifiable based on a kinked head and slightly enlarged brain (arrow). (E,F) Retinae of 36hpf *tet2*^*-/-*^*;tet3*^*-/-*^ mutants are morphologically similar to wild-types. (G) At 2dpf, *tet2*^*-/-*^*;tet3*^*-/-*^ mutants are microphthalmic, possess cardiac edema and their heads are smaller than phenotypically wildtype siblings. (H-I) The retina is not laminated, with retinal cells appearing progenitor-like in morphology when compared to phenotypically wild-type siblings. (J) Cardiac edema becomes progressively enlarged at 3dpf in *tet2*^*-/-*^*; tet3*^*-/-*^ embryos. (K,L) The retina remains poorly laminated in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, and they lack a morphologically obvious optic nerve (arrowhead in sibling). (M) A 4dpf *tet2*^*-/-*^*; tet3*^*-/-*^ embryos do not possess an inflated swim bladder (arrow). (N,O) The retina remains poorly laminated and they lack a morphologically obvious optic nerve (arrowhead in sibling). DNA (green), F-actin (cyan). Dorsal is up and anterior to the left. Scale bar = 80μm.

*tet2*^*-/-*^ and *tet3*^*-/-*^ mutants develop normally with no visible phenotype and they are homozygous viable (S2 Fig). This is an unsurprising result given their close phylogenetic relationship and overlapping expression domains, and it is consistent with recent reports [26, 27]. Thus, *tet2*^*-/-*^*;tet3*^*-/-*^ mutants were generated by in-crossing double heterozygous adults (*tet2*^*+/-*^*;tet3*^*+/-*^). *tet2*^*-/-*^*;tet3*^*-/-*^ mutants were recovered at an expected Mendelian ratio (6.62%; n = 103 mutants/1,554 embryos). At 36hpf, *tet2*^*-/-*^*;tet3*^*-/-*^ mutants displayed a distinct morphological phenotype where the anterior portion of the brain was enlarged and kinked when compared to wild-type siblings (Fig 1D). At 2 days post-fertilization (dpf), *tet2*^*-/-*^*;tet3*^*-/-*^ mutants were microphthalmic, mildly hypopigmented, and displayed deformed craniofacial features, cardiac edema, and blood pooling, phenotypes that perdure through 4dpf (Fig 1G, 1J and 1M).

*tet2*^*au59*^ and *tet3*^*au60*^ mutations are predicted to truncate the proteins upstream of the C-terminal catalytic domain [20] and therefore encode null or severe loss of function alleles. At 2dpf and 5dpf, *tet2* transcripts were detectable in phenotypically wild-type siblings, but not in *tet2*^*-/-*^*; tet3*^*-/-*^ mutants, indicating that *tet2* transcripts are degraded through nonsense-mediated decay (NMD) (S3A Fig). *tet3* transcripts were still present in both sibling and *tet2*^*-/-*^*;tet3*^*-/-*^ mutants (S3B Fig). To assess tet3 protein, Western blots were performed on 3dpf phenotypically wild-type siblings and *tet2*^*-/-*^*;tet3*^*-/-*^ mutants (S3C and S3D Fig). tet3 protein was undetectable in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants. These data indicate that *tet2*^*au59*^ and *tet3*^*au60*^ are null alleles. To experimentally validate the loss of catalytic function in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, we utilized a sensitive enzyme-linked immunosorbent assay (ELISA) to quantify whole embryo 5hmC levels. At 2dpf, genetically wild-type and phenotypically wild-type siblings possessed genome-wide 5hmC levels of 0.30% and 0.28%, respectively, consistent with published levels in various isolated mouse tissues [22, 42]. By comparison, *tet2*^*-/-*^*;tet3*^*-/-*^ mutants possessed a significant reduction in 5hmC levels (0.03%, p<0.005) indicating that *tet2*^*au59*^ and *tet3*^*au60*^ mutants lack almost all 5hmC in their genome (Fig 1C).

To analyze retinal development in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, we performed histology from 36hpf to 4dpf and assessed overall retinal structure. At 36hpf, no obvious differences between retinal morphology in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants and wild-type siblings were evident (Fig 1E and 1F). At 2dpf, *tet2*^*-/-*^*;tet3*^*-/-*^ mutant retinae appeared progenitor-like in morphology, as little evidence of lamination or neuronal differentiation was evident (Fig 1H and 1I). At 3dpf, *tet2*^*-/-*^*;tet3*^*-/-*^ mutant retinae displayed some evidence of lamination, though this was reduced when compared to that in phenotypically wild-type siblings. Moreover, while cells populated the inner retina, and a GCL and INL were discernable, all *tet2*^*-/-*^*;tet3*^*-/-*^ mutants lacked a morphologically obvious optic nerve (Fig 1K and 1L). Retinal defects remained prevalent at 4dpf with *tet2*^*-/-*^*;tet3*^*-/-*^ mutant retinae continuing to possess lamination defects and no apparent formation of an optic nerve, despite the presence of cells in the inner retinal area normally occupied by RGCs (Fig 1N and 1O).

### Cell cycle dynamics in early progenitor cells are disrupted in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants

Because retinal cells in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants appeared to be progenitor-like in morphology at 2dpf, and lamination defects persisted at 3dpf and 4dpf, a phenotype associated with elongated proliferation and/or defects in cell cycle exit in zebrafish [43–45], we next determined cell cycle dynamics in *tet2*^*-/-*^*;tet3*^*-/-*^ mutant retinal cells. First we assayed the S to M phase progression by utilizing the percent labeled mitoses (PLM) assay [43, 46, 47]. Embryos were treated with a 15-minute bromodeoxyuridine (BrdU) pulse at 32hpf, washed, fixed at 30, 60, 90, and 120 minutes post-treatment, and immunostained for BrdU and phosphohistone H3 (pH3) (Fig 2A). Cells in S-phase during the BrdU pulse (BrdU^+^) and cells in late G2/M-phase at the time of fixation (pH3^+^) were quantified. Cells that were proliferative during the BrdU pulse and then undergo mitosis are double positive (BrdU^+^,pH3^+^). In contrast, cells that were not in S-phase during the BrdU pulse, but still undergo mitosis, are only pH3^+^. Thus, the proportion of these cells {(BrdU^+^pH3^+^)/pH3^+^} represent the ‘labeled’ mitotic events. In *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, the percent labeled mitoses are significantly lower than sibling at all time points examined (Fig 2B–2D). Nearly 100% of ‘labeled’ RPCs in wild-type embryos completed the S to M phase transition by the end of 120-minute time window, while only 50% of *tet2*^*-/-*^*;tet3*^*-/-*^ mutants competed this transition. This indicates that between 32-34hpf, *tet2*^*-/-*^*;tet3*^*-/-*^ RPCs are progressing from S to M at a slower rate than wildtype RPCs.

**Fig 2:**
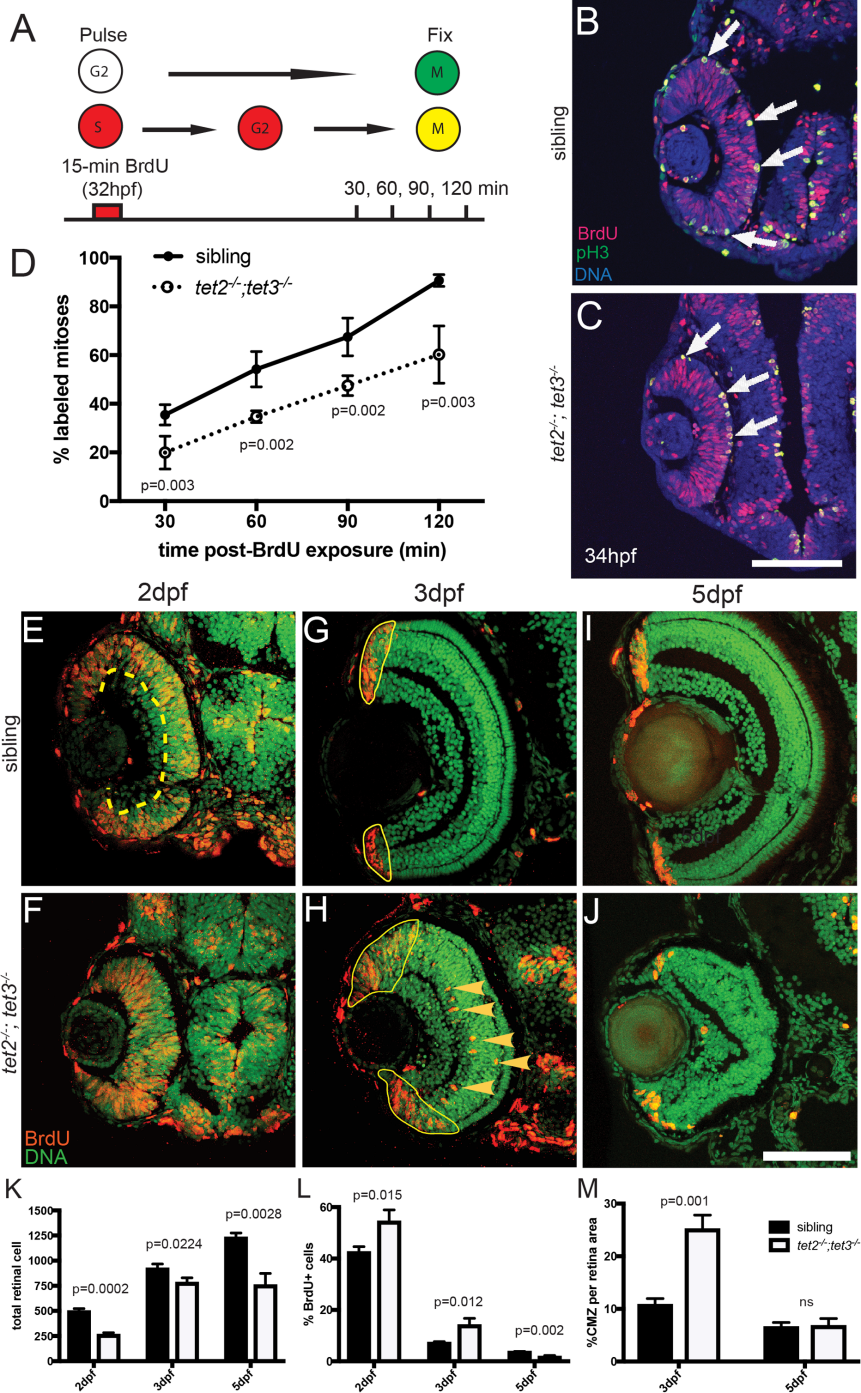
RPC cell cycle dynamics are disrupted in *tet2*^*-/-*^*;tet3*^*-/-*^. A) Percent labeled mitoses (PLM) assay was performed by treating embryos for 15 minutes in bromodeoxyuridine (BrdU) pulse at 32hpf, rinsed, fixed at 30, 60, 90, and 120 minutes post-treatment for immunostaining. (B,C) Cells in S-phase during BrdU pulse (BrdU^+^; red) and cells in G2/M-phase at fixation (pH3^+^; green) were counted. Cells that were proliferative during the BrdU pulse and then undergo mitosis are double positive (BrdU^+,^pH3^+^; yellow; arrows). (D) *tet2*^*-/-*^*;tet3*^*-/-*^ retinae show significantly lower proportion of labeled mitotic events ([BrdU^+^pH3^+^]/pH3^+^) at all four time points. By the end of 120-minute window, nearly all ‘labeled’ RPCs completed S to M phase transition in wild-type siblings, compared to only 50% in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants (n = 5 embryos per condition per timepoint analyzed). (E-M) At later time points, BrdU incorporation assays over 2-hour time windows revealed that retinal progenitor cells remain proliferative longer and proliferate ectopically in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants. (E,F) At 2dpf, cells within the central retina of wild-type sibling embryos (dotted line) are no longer proliferative, correlating with cell cycle exit and differentiation. (G,H) At 3dpf, the only proliferative cells in the wild-type retina are located in the CMZ (outlined). In *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, this proliferative region is significantly expanded. Ectopically proliferating cells are also observed outside of the CMZ at significantly higher numbers than wild-type siblings (arrowheads). (I,J) At 5dpf, both sibling and *tet2*^*-/-*^*;tet3*^*-/-*^ eyes possess proliferative CMZs. (K) Total retinal cell count per section is significantly lower in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants compared to siblings at all time points, correlating with microphthalmia. (L) *tet2*^*-/-*^*;tet3*^*-/-*^ mutant retinae possess a significantly higher percentage of proliferative (BrdU^+^) cells at 2 and 3dpf, but lower at 5dpf. (M) Percentage of CMZ area per total retina is significantly higher in *tet2*^*-/-*^*;tet3*^*-/-*^ mutant at 3dpf, but not significantly different at 5dpf. N = 3 embryos per condition per time point for E-M. Dorsal is up and anterior to the left in all images. All error bars = ± 1 S.D. All p-values calculated using two-tailed, unpaired t-test. Scale bar = 50μm in B-C; 80μm in E-J.

At later time points, BrdU incorporation assays over 2-hour pulse windows showed that, although *tet2*^*-/-*^*;tet3*^*-/-*^ mutant eyes were smaller and contained fewer cells (Fig 2E–2K), they contained a significantly higher percentage of BrdU^+^ cells at both 2dpf and 3dpf (Fig 2L). At 2dpf, central retinal cells of wildtype embryos have exited the cell cycle and differentiated, while in *tet2*^*-/-*^*;tet3*^*-/-*^ mutant eyes the central retina remained proliferative (Fig 2E and 2F). By 3dpf, cells of the wildtype retina have exited the cell cycle and differentiated except for those in the ciliary marginal zone (CMZ) at the retinal periphery which remains proliferative throughout the life of the animal (Fig 2G and 2H) [48]. In *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, most cells within the central retina were no longer BrdU^+^, but the peripheral (CMZ) domain was significantly expanded (Fig 2M). Moreover, ectopic proliferative cells were detected in the inner retina, outside of the *tet2*^*-/-*^*;tet3*^*-/-*^ CMZ (Fig 2H), a phenotype not observed in wildtype siblings. The identity of these cells remains unclear, although we have ruled out the possibility of these being Müller glia (MG) cells, as they do not co-stain with the MG-specific marker, zrf-1/gfap (Fig 3J). By 5dpf, a distinct zone of proliferation is present in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, indicating that the mutant RPCs eventually completed cell cycle exit, and that ectopically proliferative cells are no longer present (Fig 2I and 2J).

**Fig 3:**
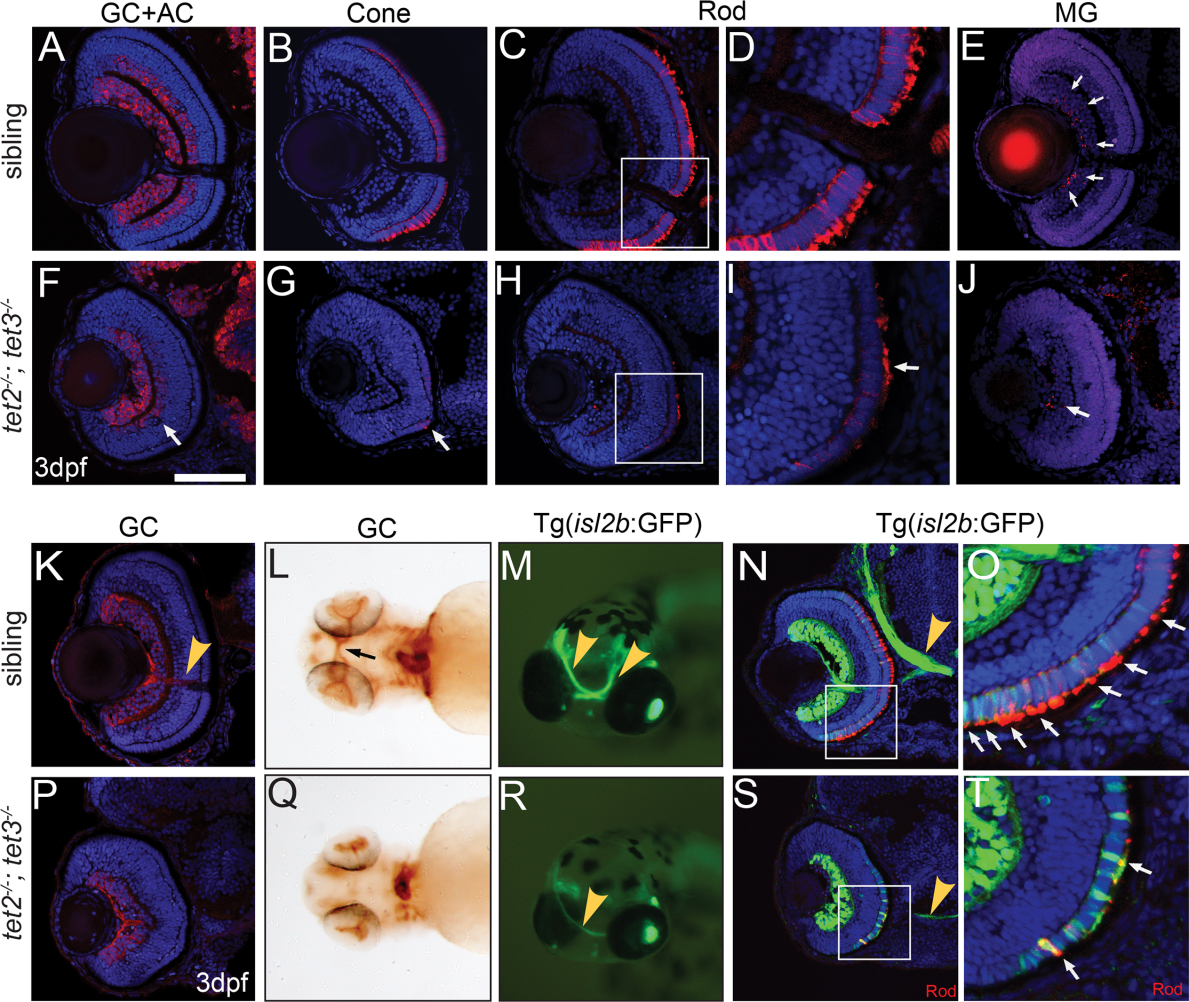
*tet2*^*-/-*^*;tet3*^*-/-*^ retinal cells do not undergo terminal differentiation. (A,F) HuC/D labels RGCs and amacrine cells (ACs), which are reduced in number and located only in the central region of the INL in *tet2*^*-/-*^*;tet3*^*-/-*^ retinae (arrow). (B,G) *tet2*^*-/-*^*;tet3*^*-/-*^ mutant retinae almost entirely lack zpr-1^+^ red/green cones (arrow); (C,D,H,I) possess few zpr-3^+^ rods (arrow), and of those that are zpr-3^+^, outer segments are severely attenuated or almost absent (arrow). (E,J) *tet2*^*-/-*^*;tet3*^*-/-*^ retinae also possess few zrf-1^+^ Müller glia (arrows in wild-type). In all cases, marker^+^ cells are located in the central/ventral part of the retina. (K,P) Zn8 detects neurolin, a protein enriched on RGCs and the optic nerve (arrowhead in K). (L,Q) Zn8 staining reveals the optic nerve in the choroid fissure and optic chiasm (arrow) of wild-type embryos but not in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants. (M-N) *isl2b*:GFP transgenics express GFP in RGCs and PRs, clearly labeling the optic nerve in whole-mount and section views (arrowhead). (R,S) The *tet2*^*-/-*^*;tet3*^*-/-*^ optic nerve is very thin, often unilaterally formed, but, when present, correctly routed to the brain. (O,T) The *isl2b*:GFP signal overlaps zpr-3 (rod) marker in the cell body and outer segments in siblings (arrows). In *tet2*^*-/-*^*;tet3*^*-/-*^, few *isl2b*:GFP^+^ cells are zpr-3^+^ (arrows), further suggesting that specified cells are not terminally differentiated. Few outer segments have also formed in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants. DNA (blue), antibody stain (red). All images are 3dpf. n>5 for each marker. Dorsal is up and anterior to the left. Scale bar = 80μm in A-K, P.

While the PLM and BrdU incorporation results suggest that elongation of the cell cycle during early retinal development underlies microphthalmia in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, apoptosis of RPCs or newly differentiated neurons could also contribute. To determine whether apoptosis plays a role in *tet2*^*-/-*^*;tet3*^*-/-*^ mutant retinal defects, we performed terminal deoxynucleotidyl transferase dUTP nick-end labeling (TUNEL) assays. No increase in apoptotic cells was detected in *tet2*^*-/-*^*;tet3*^*-/-*^ mutant until after 3dpf (S4 Fig), indicating that apoptosis is unlikely to account for microphthalmia in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants.

### Retinal cell differentiation is impaired in *tet2*^*-/-*^*;tet3*^*-/-*^ embryos

Given the impaired retinal lamination and cell cycle progression defects in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, we next asked whether *tet2*^*-/-*^*;tet3*^*-/-*^ retinal cells differentiate into neurons and Müller glia. In wild-type embryos, all retinal neuron and glial cell types are differentiated by 72hpf [i.e. [43, 49, 50]]. An early neuronal marker, HuC/D, detects RGCs and amacrine cells (ACs) [51, 52]; in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, while HuC/D^+^ cells were detected in the GCL and INL, their number in the INL was significantly lower and the few HuC/D^+^ cells present were restricted to the central-most region of the retina (Fig 3A and 3F; S5 Fig). *tet2*^*-/-*^*;tet3*^*-/-*^ mutants almost entirely lacked zpr1-positive red/green double cones (Fig 3B and 3G), zpr-3-positive rods (Fig 3C, 3D, 3H and 3I), and zrf-1/gfap-positive Müller glia (Fig 3E and 3J). *tet2*^*-/-*^*;tet3*^*-/-*^ mutants possess positive immunoreactivity to Zn8/neurolin, which detects differentiated RGCs [53], although the region of Zn8^+^ RGCs does not extend as far to the retinal periphery as in wild-type siblings (Fig 3K and 3P). For each of the markers tested, immunoreactive cells were restricted to the central-most retina and none were detected more peripherally, corresponding with the expanded zone of proliferation detected at 3dpf in BrdU assays (Fig 2).

In sections of *tet2*^*-/-*^*;tet3*^*-/-*^ mutant eyes, no optic nerve was detected (Figs 1–3). It was formally possible that an optic nerve was present, but that axons were misrouted inside of the retina, a phenotype associated with defects in axonal pathfinding [54]. To exclude this possibility, we performed whole-mount chromogenic labeling using the Zn8/neurolin antibody to label RGC axons [54]. In 3dpf phenotypically wild-type siblings, Zn8 labeled intra-retinal RGC axons that extend along the vitreal surface of the eye to generate the optic nerve, as well as the optic nerve itself as it passes through the choroid fissure (CF) and into the optic chiasm (Fig 3L). In *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, Zn8 was only detected within the GCL and in a few axons within the choroid fissure (Fig 3Q). As a more sensitive optic nerve labeling assay, we utilized a transgenic reporter, *Tg(isl2b*:*GFP)*^*zc7*^, which expresses GFP in RGCs, and a subset of developing photoreceptors (PRs) [55]. Sibling embryos possessed a strong GFP signal in RGC cell bodies and axons along the entire length of the optic nerve, clearly visible in both section and whole-mount preparations (Fig 3M–3O). In *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, while 12% of 41 mutant embryos lacked an optic nerve entirely, the remainder possessed an optic nerve, formed either bilaterally (39%) or unilaterally (49%); however, in these embryos, the optic nerve was thin and appeared to be composed of very few axons (Fig 3M and 3R). For the few axons that did leave the eye, retinotectal projections appeared to be normal, even in embryos with unilateral optic nerves (Fig 3R). Taken together, these data indicate that the terminal differentiation and morphogenesis of RGCs is affected in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, and not axon pathfinding.

Photoreceptors (PRs) undergo terminal differentiation and morphogenesis to form outer segments rich in photoreceptive molecules for phototransduction; this starts in the ventro-nasal patch and spreads through the retina (Fig 3B–3D) [50, 56, 57]. Sporadic rods and cones are detected in the central region of the retina in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, likely the earliest born PRs, but none are detected more peripherally (Fig 3G–3I). Moreover, in sibling embryos, while outer segments are well formed by 72hpf and highly immuoreactive to zpr-1 (arrestin3a) and zpr-3 (rhodopsin), the few PRs that differentiate in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants possess little to no outer segment material (Fig 3D and 3I). This is further highlighted by staining *isl2b*:GFP embryos with zpr-3. Only a few *isl2b*:GFP^+^ PRs express zpr-3 and of those that do, they have nearly undetectable outer segments (Fig 3O and 3T). Given the dramatic reductions in optic nerve size and in PR outer segment formation, we conclude that RGCs and PRs of *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, despite expressing some markers of terminal differentiation, do not complete morphogenesis.

### Neuronal specification occurs normally in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants

To begin to determine the molecular mechanism responsible for the reduction of terminally differentiated retinal neurons in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, we next asked if neuronal specification factors were properly expressed (Fig 4). At 36hpf, *vsx2* is expressed in proliferative RPCs, and turned off as these cells exit the cell cycle and begin to differentiate (Fig 4A, dotted area). In *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, this zone of differentiation is noticeably smaller (Fig 4F). At 48hpf, *vsx2* expression is localized in proliferative cells at the periphery of the retina (Fig 4K) [58]. This zone of *vsx2* expression was expanded in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants when compared to wild-type siblings (Fig 4P), corresponding to the expanded zone of proliferation observed in the BrdU labeling assay (Fig 2).

**Fig 4:**
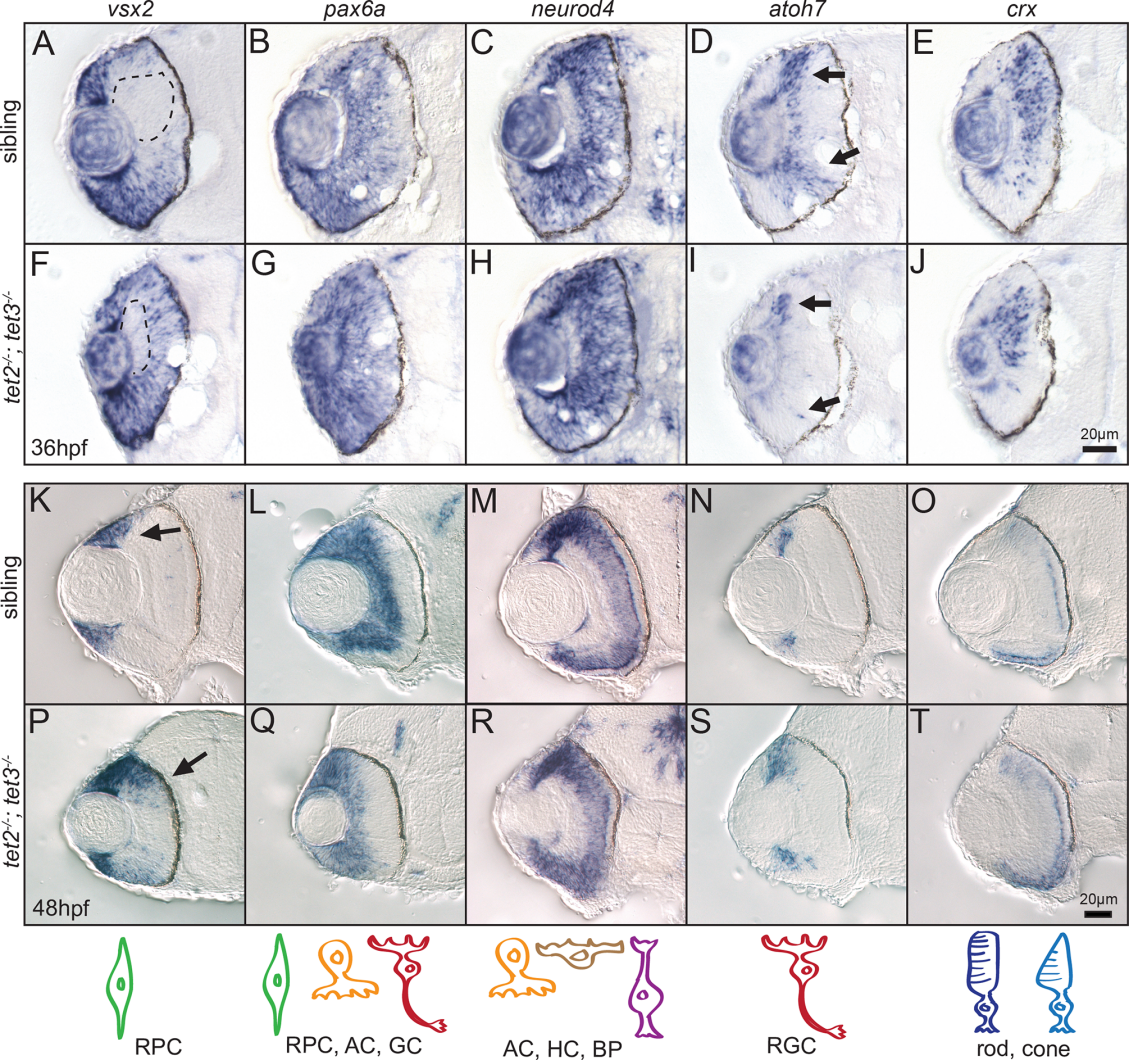
Expression of retinal cell fate specification markers is largely normal in *tet2*^*-/-*^*;tet3*^*-/-*^ embryos. Expression of genes involved in retinal neurogenesis was detected by in situ hybridization at 36hpf and 48hpf. (A,F) At 36hpf, *vsx2* is expressed in the retinal progenitor cells (RPCs) and turned off as they differentiate, first in the central retina (A, dotted area). This zone of differentiation is still present in *tet2*^*-/-*^*;tet3*^*-/-*^ mutant (F, dotted area). (K,P) At 48hpf, expression of *vsx2* is slightly expanded in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants (K,P arrows) but otherwise appears in a normal pattern. (B,C,G,H,L,M,Q,R) Expression of *pax6a* (marker for RPC, amacrine, and ganglion cells) and *neuroD4* (marker for amacrine, horizontal, and bipolar cells) is relatively normal in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants when compared to sibling embryos at both 36hpf and 48hpf. (D,I,N,S) Ganglion cell precursors express *atoh7* as they exit the RPC pool, become specified and start undergoing differentiation. *atoh7* expression is present in the correct location in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, compared to sibling embryos at both 36hpf and 48hpf. (E,J,O,T) *crx* is expressed in cells fated to become photoreceptors (rods and cones) and this expression pattern appears relatively normal in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants. Scale bar = 20μm. n>8 per gene for each time point. Drawings on bottom row represent cell type detected in each corresponding column.

*pax6a* is normally expressed in RPCs, in addition to RGCs and ACs [59]; *neurod4* is expressed in ACs, horizontal and bipolar cells [60]; *atoh7* is expressed in the committed precursors undergoing specification to become RGCs [52], and *crx* is expressed in specified PRs [61] (Fig 4B–4E and 4L–4O). Despite terminal differentiation defects observed in retinae of *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, they retain relatively normal spatial and temporal expression of specification markers at 36hpf and 48hpf (Fig 4G–4J and 4Q–4T, respectively), suggesting that RPC specification is unaffected during retinal neurogenesis in the absence of tet2 and tet3 function.

### tet2 and tet3 regulate cell non-autonomous effects during retinal neuron differentiation

Tet proteins are known to regulate both intrinsic and extrinsic pathways during development and differentiation events in a range of tissues. For example, tet activity is required intrinsically during hematopoiesis [34] and B-cell differentiation [35]. Recent studies have shown that Tet activity also modulates extrinsic pathways during development. In mouse embryos and embryonic stem cells, Tets function to negatively regulate Wnt pathway activity to balance mesoderm vs neuroectoderm fate choices [36], and during mouse gastrulation, they modulate Nodal pathway activity by controlling the expression of Lefty1, a nodal inhibitor [38]. Retinal cell type specification and differentiation depend on a multitude of intrinsic and extrinsic pathways [reviewed in [39, 62]], and given that Tet activity can modulate both intrinsic and extrinsic pathways during development, we next sought to determine whether tet2 and tet3 activities were required cell autonomously or cell non-autonomously during retinal neurogenesis. Chimeric embryos were generated by blastomere transplantation [63] to generate embryos whose retinae were composed of clones of wild-type and *tet2*^*-/-*^*;tet3*^*-/-*^ mutant cells. Donor embryos were injected with fluorescent dextran and clones were transplanted from labeled donors into unlabeled hosts at shield stage, targeting specifically to the retinal field where cells later develop into the retina [64]. At 3dpf, host embryos were analyzed through a combination of HuC/D and zpr-3 staining, to detect differentiated RGCs, ACs and/or rods (Fig 5A). Sibling to wild-type transplants yielded clones of cells that differentiated normally (Fig 5B). *tet2*^*-/-*^*;tet3*^*-/-*^ mutant cells transplanted into genetically wildtype hosts also differentiated normally into retinal neurons including RGCs, ACs, and rods, and the regions of the retina containing mutant clones were also properly laminated (Fig 5C). Genetically wildtype cells transplanted into *tet2*^*-/-*^*;tet3*^*-/-*^ mutant host retinae failed to undergo neurogenesis and remained undifferentiated (Fig 5D). Thus, the wild-type retina was able to support normal neurogenesis of *tet2*^*-/-*^*;tet3*^*-/-*^ mutant cells, while wild-type cells in a *tet2*^*-/-*^*;tet3*^*-/-*^ mutant retina did not differentiate properly. Taken together, these data demonstrate that tet2 and tet3 activity regulates retinal neuron differentiation via cell non-autonomous pathways, potentially by modulating the expression or activity of cell-extrinsic signaling molecules.

**Fig 5:**
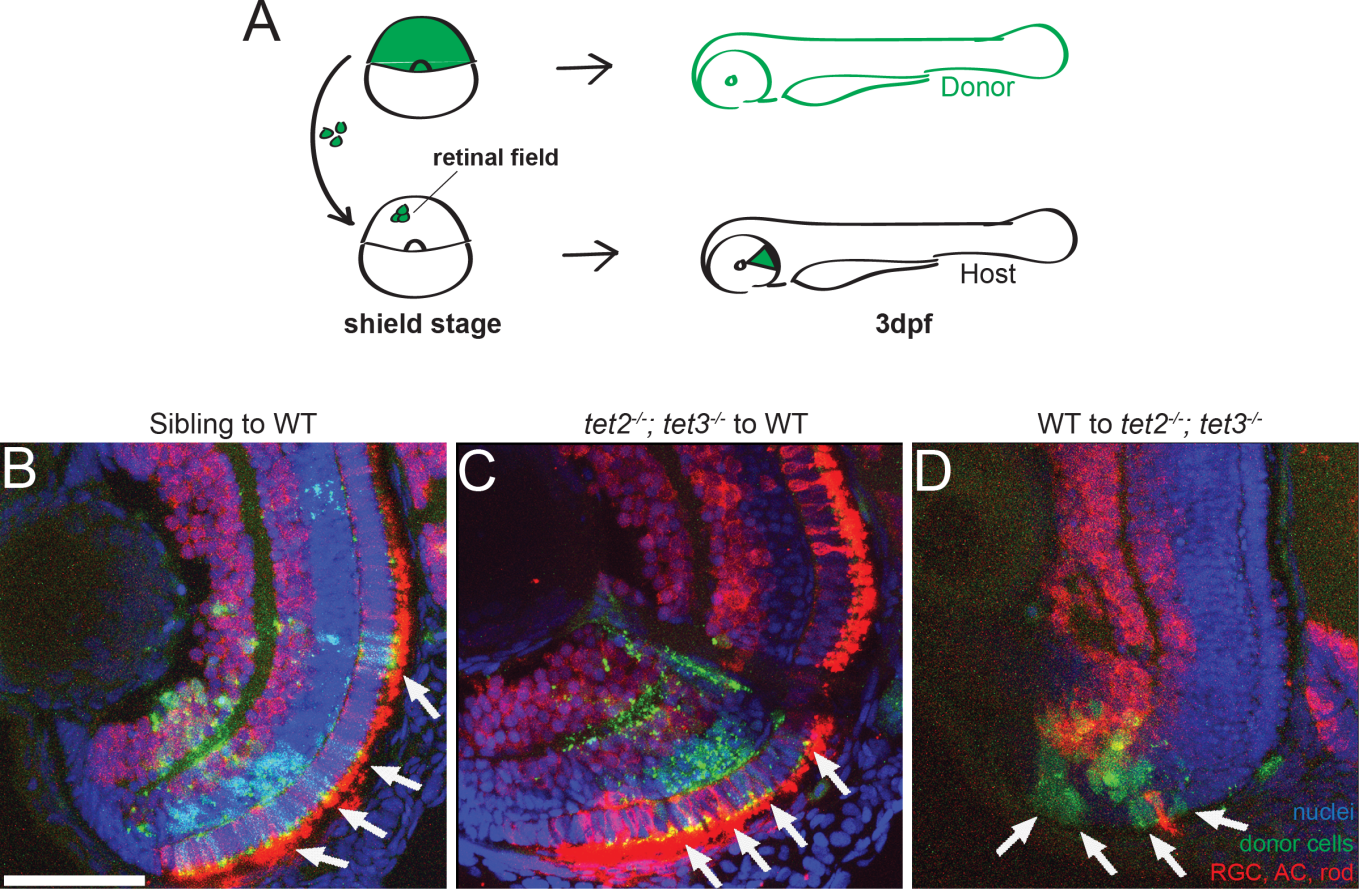
Tet2 and tet3 regulate retinal neurogenesis cell non-autonomously. (A) Chimeric embryos were generated by blastomere transplantation from fluorescent dextran-labeled donor into unlabeled host. Retinae composed of clones from wild-type and *tet2*^*-/-*^*;tet3*^*-/-*^ mutant cells were analyzed at 3dpf. (B) Sibling donor to wildtype host transplants yielded clones of donor cells (green; arrows) that differentiated normally into retinal neurons including AC, RGC, rods (red), and display proper lamination (n = 5). (C) Similarly, *tet2*^*-/-*^*;tet3*^*-/-*^ mutant cells transplanted into genetically wildtype hosts also differentiated normally, and the regions of the retina containing mutant clones were also properly laminated (n = 3). (D). Genetically wild-type donor cells transplanted into *tet2*^*-/-*^*;tet3*^*-/-*^ mutant host retinae failed to undergo neurogenesis and remained undifferentiated (green, arrows) (n = 3). DNA (blue), HuC/D + zpr-3 antibody stain (red), transplanted donor clones (green). All images are 3dpf. Dorsal is up and anterior to the left. Scale bar = 50μm

### The Notch and Wnt pathways function downstream of tet2 and tet3

Because tet2 and tet3 appear to regulate retinal cell differentiation in a cell non-autonomous fashion, we next sought to identify potential factors responsible for these effects, utilizing both a candidate gene approach and an unbiased transcriptomic analysis. The Notch and Wnt pathways regulate retinal neurogenesis in mouse, zebrafish and Xenopus [65–68]; upregulation of these pathways prevents neuronal differentiation in a variety of contexts and resultant phenotypes resemble those in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants [45, 68–70]. Thus, to determine whether the expression of Notch and Wnt pathway components, or the overall activities of the pathways, are regulated by tet2 and tet3, we first performed in situ hybridizations using probes specific to candidate genes in each pathway. In wild-type sibling embryos at 36hpf, *notch1a*, *deltaA*, and *ascl1a* are expressed in the eye but excluded from the inner part of central retina where RGCs, ACs and PRs are differentiating (Fig 6A–6C). However, in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, these genes are expressed uniformly throughout the retina, without a clear ‘zone’ of differentiation (Fig 6D–6F). Similarly, *lef1*, a downstream readout of the Wnt pathway [71], is expressed in the peripheral part of the retina of wild-type embryos at 36hpf (Fig 6I), and this zone of expression is expanded in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants (Fig 6L). These expression patterns suggest that the Notch and Wnt pathways could have elevated activity in the *tet2*^*-/-*^*;tet3*^*-/-*^ mutant retina.

**Fig 6:**
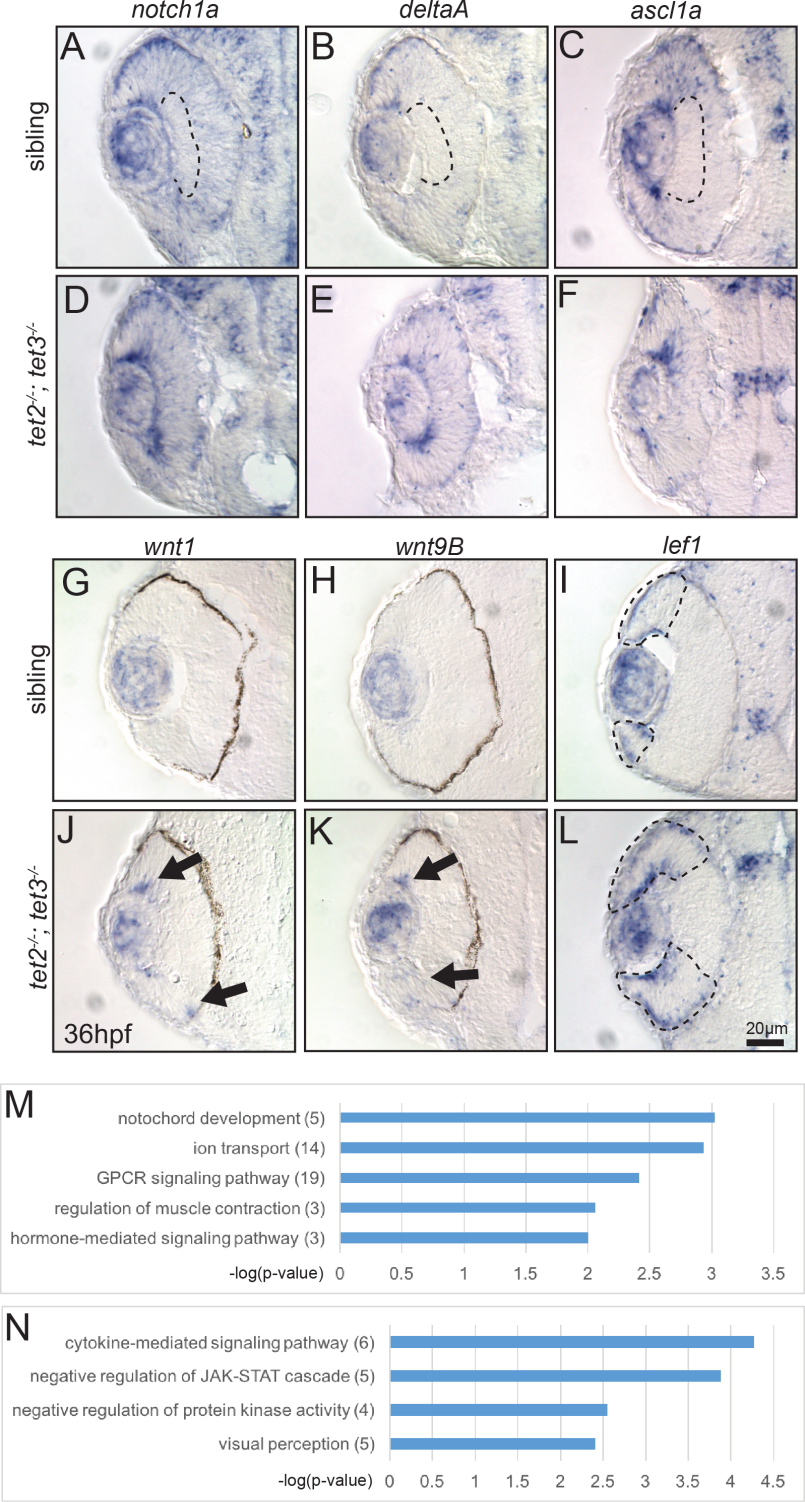
Gene expression is altered in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants at 36hpf and differentially expressed genes include those encoding components of the Notch and Wnt pathways. (A-C) In sibling embryos at 36hpf, transcripts encoding components of Notch pathway (*notch1a*, *deltaA*, and *ascl1a*) are expressed in the eye but excluded from the inner part of central retina where cells have exited the cell cycle and differentiated (dotted area). (D-F) In *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, these genes are expressed throughout the retina without a clear ‘zone’ of differentiation (n>8). (G,H,J,K) The expression domains of *wnt1* and *wnt9B*, are expanded in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants (arrows; n = 7 for *wnt1*, n = 8 for *wnt9b*), consistent with RNA-Seq data. (I,L) Similarly, *lef1*, a downstream readout of Wnt pathway activity, is normally expressed in the peripheral edge of the retina, and this zone of expression is expanded in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants (dotted areas; n>8). (M-N) Gene ontology (GO) analysis for biological pathways was performed using DAVID. Numbers in parentheses indicate number of genes enriched in each pathway. P-value cutoff = 0.01.

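*tet2* had 9646 reads in the 36hpf library labelled sibling and 12459 in the library labelled mutant, and *tet3* had 8381 and 8611. Reads are counted over the whole gene, so transcripts that carry the frameshift alleles are counted with wild-type ones, and neither targeted gene was lost from the library labelled mutant. Because *tet2* did not fall with its label, the libraries are called sibling-labelled and mutant-labelled here. In the paper, RT-PCR on other embryos found *tet2* transcripts in siblings only and *tet3* transcripts in both, and Western blots found tet3 protein in siblings only (S3 Fig). The wider expression of *lef1* that the paper shows in mutants runs with the labels, and that of *notch1a*, *deltaA* and *ascl1a* does not. None of these measures settles the labels of these libraries.
The authors dissected 100 eyes per stage, captured poly-A RNA, sequenced it paired-end on a NextSeq 500 and mapped and counted it on the zebrafish genome GRCz10 with CLC Genomics Workbench 9.0.1. The labels give 1 sample per genotype. The authors' table gives, per gene and genotype, the mean of 2 whole read counts and the mean of their log2 values, although its header says FPKM. The labels and methods name no replicates behind the 2 counts, so they were summed to 1 value per genotype. The totals were 88875538 reads for sibling-labelled eyes and 106912677 for mutant-labelled eyes, where the paper gives 450000000 reads for the stage before mapping. Whether a read pair was counted once is not given in the sources used here, so these numbers may not be in the same unit. Sums were scaled by TMM, 0.5 reads were added in proportion to library size, and genes with at least 20 reads over both genotypes were kept. Fold-changes are mutant-labelled over sibling-labelled, with exact (Clopper-Pearson) 95% intervals that cover counting error only. With 1 sample per genotype there is no replicate check and no p-value, and genes are named by size.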

To complement these candidate gene studies, we performed RNA-seq using dissected *tet2*^*-/-*^*;tet3*^*-/-*^ mutant and phenotypically wildtype sibling eyes at 36hpf. Approximately 450 million reads were generated and mapped to GRCz10 [72, 73] at 85.1% mapping efficiency. In *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, 278 genes were downregulated and 489 genes were upregulated (log_2_ fold-change above 2) as compared to wild-type siblings (S1 Table). 

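Lens genes were far lower in mutant-labelled than in sibling-labelled eyes at 36hpf, and genes of the hatching gland and epidermis were higher. Of 51 measured lens genes, 37 had a log2 fold-change of -2 or less and 1 of 2 or more, and their median of -3.20 lay below those of all 10000 random lists matched on expression. The gamma-crystallin gene *crygm2d2* had 3061 reads in sibling-labelled and 26 in mutant-labelled eyes (log2 fold-change -7.14, interval -7.79 to -6.62), and *lim2.5*, a lens membrane protein gene, had 799 and 7. The lens list took 1.39% of the reads of sibling-labelled eyes and 0.266% of those of mutant-labelled eyes. The hatching enzyme genes *he1a* (43 and 8073 reads) and *he1b* (14 and 3431 reads) had log2 fold-changes of 7.24 and 7.60. With 0 and 106 reads, *he2* had a bound of 28.8-fold higher against a floor of 3 reads, and its log2 interval began at 4.53. All 6 genes of a hatching gland list, chosen after their values were seen, were at 1 or more (median 7.16, or 6.52 with *he2* at its bound). Of 19 epidermis genes, 17 were at 1 or more, with a median of 1.83, above those of all random lists. Among them the keratin gene *krt4* had 110955 and 566026 reads (2.06, interval 2.05 to 2.07), and the claudin gene *cldni* had a log2 fold-change of 2.38. Mesenchyme and cartilage genes had a median of 0.82 over 19 genes, with *col1a1a* at 1.37 and *prrx1b* at 2.01.
Over the 21876 genes kept, 387 had a log2 fold-change of 2 or more and 307 of -2 or less. Among the highest were the cathepsin L genes *ctslb_1* (7.08) and *ctslb_2* (5.96), which are part of the hatching gland list, and, outside the lists above, *ora3*, an olfactory receptor gene with 1 and 99 reads (ratio 80.7, log2 interval 3.82 to 11.65), a cadherin gene the table names *CDH7 (1 of 2)* (5.38), *fibinb* (5.34), the fetuin gene *ahsg1* (4.14) and the growth factor gene *fgf11a* (3.80). *hoxb3a*, a hindbrain patterning gene, had 199 and 0 reads and was 81.3-fold lower in mutant-labelled eyes against a floor of 3 reads. Its log2 interval ended at -6.03. The LIM homeobox gene *LHX3* had 2609 and 46 reads (-6.10), and *ccl34a.4*, a chemokine gene, had 244 and 1 (a ratio of 299, log2 interval -13.53 to -5.73). The lowest also included crystallin genes, such as *crygm2d13* (21671 and 314 reads), and heat shock genes. The *crygm2d* copies, and *he1a* and *he1b*, are close paralogs whose reads the counting can split, so the value of a single copy is uncertain. The interval lay wholly past the threshold for 126 of the higher and 161 of the lower genes, and a minimum of 100 reads left 235 and 179.

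**Figure D1:**
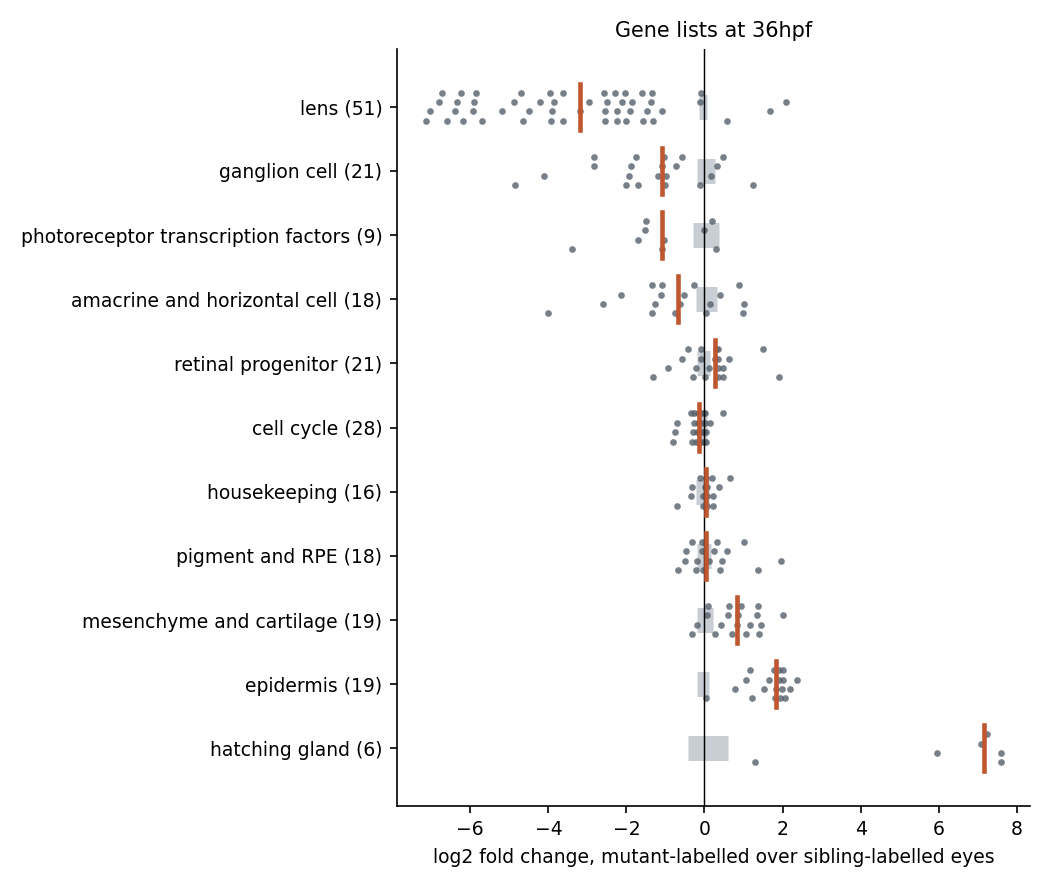
Log2 fold-change at 36hpf, mutant-labelled over sibling-labelled eyes (x axis), for the genes of 11 lists (number of measured genes in brackets). Each point is 1 gene, the orange bar is the list's median and the grey band holds the medians of 95% of random lists matched on expression. Lens genes lie mostly below -2, epidermis genes near 1.83 and 5 of the 6 hatching gland genes above 5.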

Gene ontology (GO) analysis for biological pathways categorized many of the differentially expressed genes in the development of the visual perception, GPCR and cytokine-mediated signaling pathways, and ion transport (Fig 6M and 6N). 

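Among genes of vision, those of photoreceptor identity were lower in mutant-labelled eyes at 36hpf. Of 9 photoreceptor transcription factor genes, 6 had a log2 fold-change of -1 or less, with a median of -1.08, below those of all random lists. *nr2e3*, a nuclear receptor of rod photoreceptors, had 415 reads in sibling-labelled and 48 in mutant-labelled eyes (-3.39, interval -3.87 to -2.97), the thyroid hormone receptor gene *thrb* had 8904 and 3366 (-1.70), and *nrl* had 169 and 72 (-1.52). Of 31 phototransduction genes, 10 were at -1 or less and 1 at 1 or more, with a median of -0.38 at percentile 0.96 of the random lists. In that list *prph2b*, an outer segment gene, had 196 and 18 reads (-3.70), while the opsin gene *opn1mw1* had 31 and 6 (-2.56, interval -4.22 to -1.38). Of cytokine signaling, 9 genes of the Jak/Stat and Socs list had a median of 0.06, at percentile 63.6, with none at 1 or more or at -1 or less. Genes of immune cells had a median of -0.80 over 19 genes, below those of all random lists, among them *spi1a*, a transcription factor gene of myeloid cells (-2.07, interval -2.67 to -1.55), and the macrophage receptor gene *marco* (64 and 6 reads). The random lists describe these libraries only.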

Notably, the highest upregulated gene was *wnt9b* (log_2_ fold-change = 9.89), and many other members of the Wnt family were also upregulated (*wnt1*, *wnt3*, *wnt11r*, *wnt10a*) in *tet2*^*-/-*^*;tet3*^*-/-*^ mutant eyes (S1 Table). 

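Several Wnt ligand genes had more reads in mutant-labelled eyes, most of them at low counts. *wnt9b* had 3 reads in sibling-labelled and 62 in mutant-labelled eyes, a ratio of 16.9 and a log2 fold-change of 3.89 (interval 2.46 to 6.39), which placed it at rank 29 of the genes kept. *wnt10a* had 23 and 145 reads (2.34, interval 1.72 to 3.06), *wnt1* had 18 and 81 (1.85, interval 1.13 to 2.70), *wnt3* had 77 and 292 (1.62, interval 1.26 to 2.01), and *wnt11r*, with 1008 and 3144 reads, had the narrowest interval of these (1.35, 1.24 to 1.45). *wnt6b* had 50 and 294 reads (2.25). Of 23 measured Wnt ligand genes, 7 were at 1 or more and 13 above 0. Their median of 0.34 lay within the range of 95% of the random lists, -0.21 to 0.39, and was 0.0215 among genes with at least 100 reads.

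**Figure D2:**
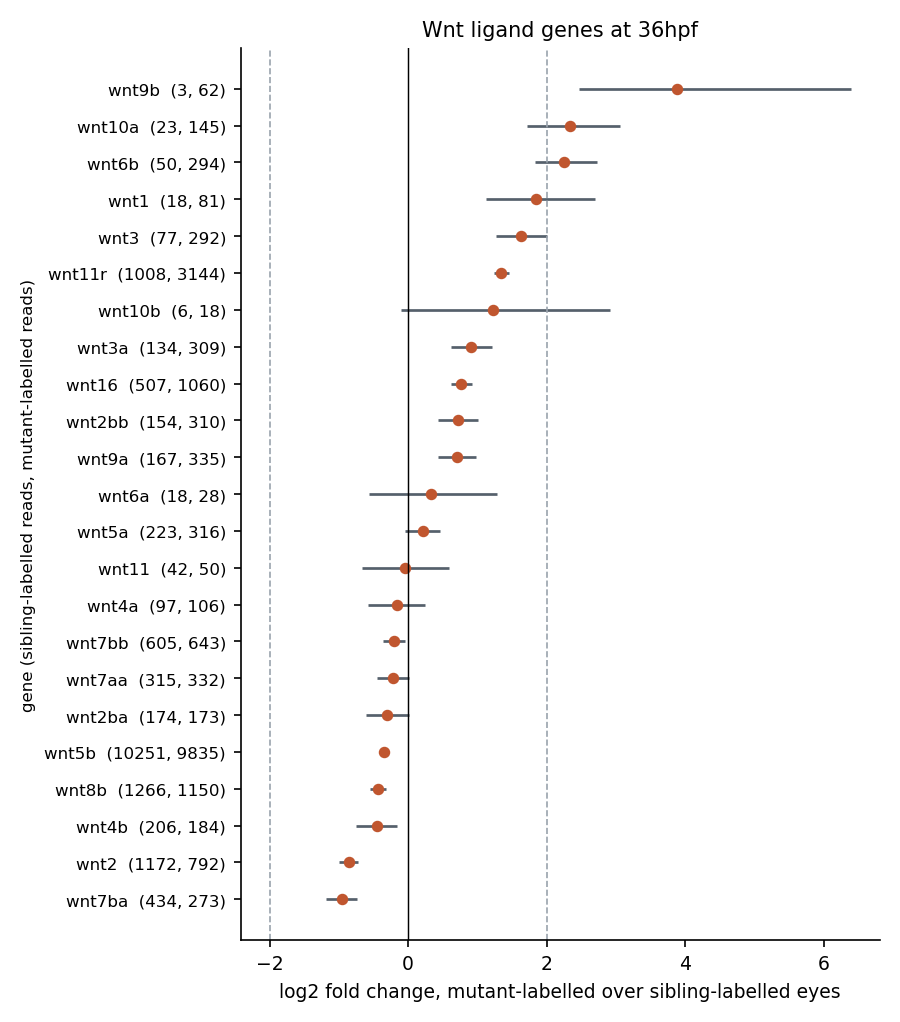
Log2 fold-change of the 23 measured Wnt ligand genes at 36hpf, mutant-labelled over sibling-labelled eyes (x axis), with the reads of each library beside the gene's name. Points are the values, lines the exact 95% intervals for counting error, and dashed lines mark -2 and 2. The interval of *wnt9b* alone lies wholly above 2.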

In situ hybridization using antisense probes for *wnt1* and *wnt9b* revealed that at 36hpf, while both genes showed faint expression at the peripheral edge of the retina in sibling embryos (Fig 6G and 6H, n = 7 for *wnt1*, n = 10 for *wnt9b*), in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, both genes were expressed in expanded domains (Fig 6J and 6K, n = 7 for *wnt1*, n = 8 for *wnt9b*), and at higher relative intensities, consistent with the RNA-seq data. 

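Genes of the Notch pathway were mostly lower in mutant-labelled eyes at 36hpf. Of 30 measured members, 9 had a log2 fold-change of -1 or less and 1 of 1 or more, and the median of -0.61 lay below those of all random lists. The receptor gene *notch1a* had 49923 reads in sibling-labelled and 40182 in mutant-labelled eyes (-0.61, interval -0.63 to -0.59), the ligand gene *dla* (deltaA) had 29252 and 15172 (-1.24), and *ascl1a* had 6676 and 5035 (-0.70). The *her* and *hey* genes of the list went both ways, with *her15.2* at -1.90, *hey1* at -1.75 and *her4.1* at -1.71 the lowest of the list, and *her6* at 1.00, *hey2* at 0.85 and *her9* at 0.77 the highest. The *her4* and *her15* copies are close paralogs that can share reads, so their single values are uncertain. Of 23 Wnt target and feedback genes, 6 were at 1 or more and 2 at -1 or less, with a median of 0.19 at percentile 95.0. *lef1* had 1337 and 1871 reads (0.19, interval 0.09 to 0.29), and the secreted Wnt regulator genes *sfrp5* and *dkk1a* had log2 fold-changes of 1.74 and 1.67. These are sums over whole eyes and hold no position within the retina. The wider and stronger *wnt1* and *wnt9b* that the paper's in situ hybridizations show in mutants run with the labels. The paper combines its RNA-seq of Wnt ligands with in situ hybridizations of Notch and Wnt pathway genes and with the mosaic analyses, and from these together it reasons toward signals from outside the cell. It then tests its model with drugs that block Notch or Wnt signaling in mutants or raise Wnt signaling in wild types.

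**Figure D3:**
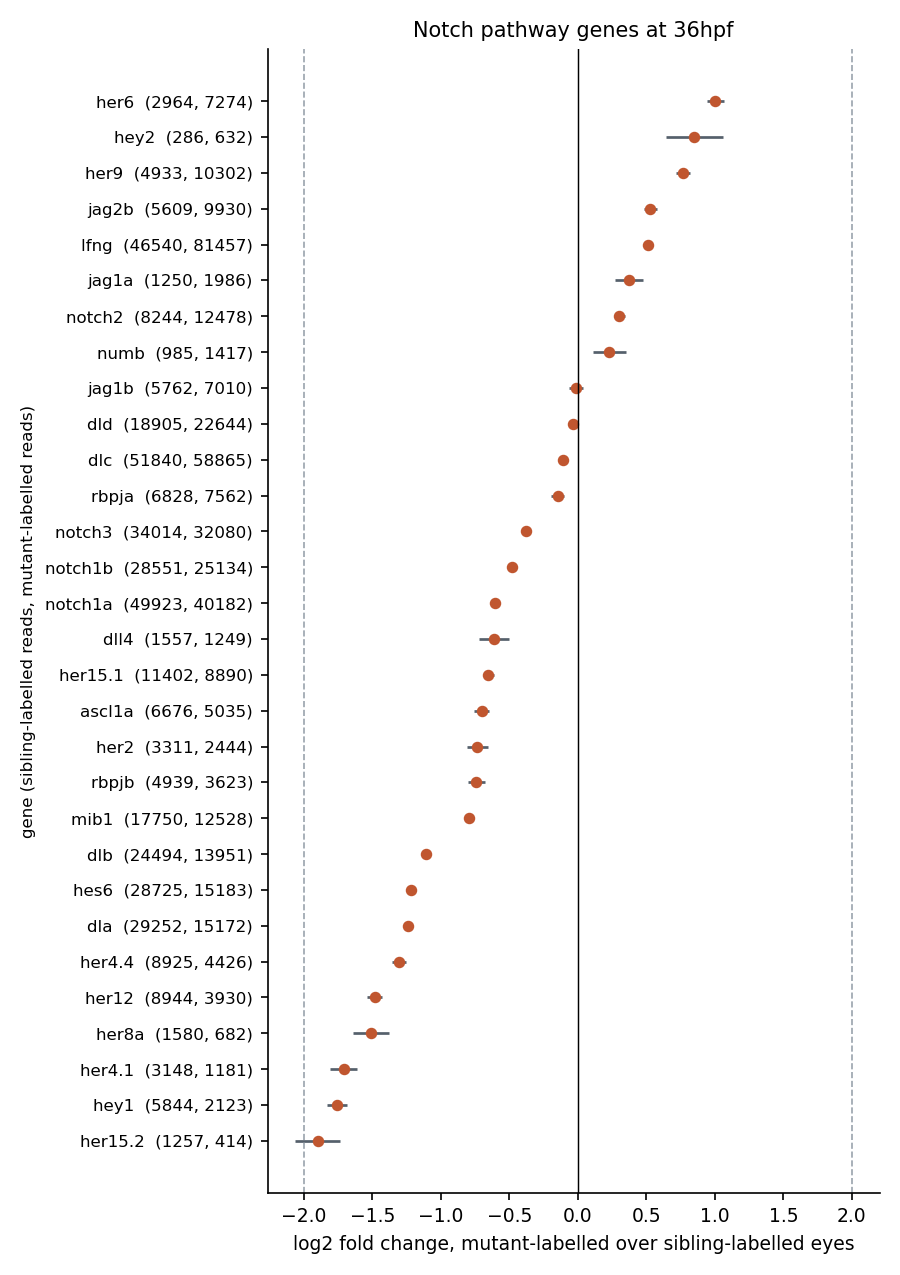
Log2 fold-change of the 30 measured Notch pathway genes at 36hpf, mutant-labelled over sibling-labelled eyes (x axis), with the reads of each library beside the gene's name. Points are the values, lines the exact 95% intervals for counting error, and dashed lines mark -2 and 2. *her15.2* is lowest and *notch1a* lies near the middle.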

When combined with mosaic analyses, these data support a model in which extrinsic signals, likely including Notch and Wnt-related pathways, are regulated by tet2 and tet3 activity during retinal development and in their absence, these pathways are overactive and impair terminal differentiation of retinal neurons.

To further test this model, we utilized pharmacological manipulations to determine if blocking Notch or Wnt activity could restore retinal neuron differentiation and morphogenesis in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants. DAPT is a γ–secretase inhibitor that blocks the proteolytic cleavage of the intracellular domain of Notch, thus blocking its downstream signaling [74], and has been used extensively in zebrafish [66, 67, 74, 75]. Inhibitor of Wnt Response (IWR-1-endo) stabilizes Axin2 and promotes β-catenin degradation, effectively inhibiting Wnt signaling [76]. We exposed *tet2*^*-/-*^*;tet3*^*-/-*^ mutant and sibling embryos carrying the *isl2b*:GFP reporter to 50μM DAPT or 5μM IWR from the onset of neurogenesis (24hpf) until fixation at 3dpf. Interestingly, *tet2*^*-/-*^*;tet3*^*-/-*^ mutants treated with DAPT showed a significant increase in both the percentage of *isl2b*:GFP^+^ RGCs in the retina, and in optic nerve diameter, when compared to DMSO-treated controls (p = 0.0044 and p = 0.0010, respectively, 2-way ANOVA, Fig 7A–7H). No significant increases were detected in wild-type sibling embryos treated with either vehicle or DAPT (Fig 7G and 7H). Similarly, *tet2*^*-/-*^*;tet3*^*-/-*^ embryos treated with IWR also showed a significant increase in percentage of *isl2b*:GFP^+^ RGCs and optic nerve diameter (p = 0.0039 and p = 0.0002, respectively, 2-way ANOVA, Fig 7A–7H). Neither treatment rescued expression of *isl2b*:GFP^+^ PRs however, suggesting that other extrinsic pathways are likely regulated by tet2 and tet3 activity. These data support a model in which overactive Notch and/or Wnt signaling are partially responsible for neuronal differentiation/morphogenesis defects in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants. To further test this model, we upregulated Wnt signaling by treating wild-type embryos from 24hpf to 3dpf with 2μM BIO, a GSK3β inhibitor [71, 77]. BIO-treated embryos showed dramatically reduced lamination, and decreases in the percentage of *isl2b*:GFP^+^ RGCs, and in optic nerve diameter relative to DMSO-treated controls, phenotypes that recapitulate those in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants (p = 0.0024 and p<0.0001, Fig 7I–7L). Taken together, these data demonstrate that Wnt and Notch signaling pathways act downstream of tet2 and tet3 activity to regulate RGC differentiation and morphogenesis during zebrafish retinal neurogenesis.

**Fig 7:**
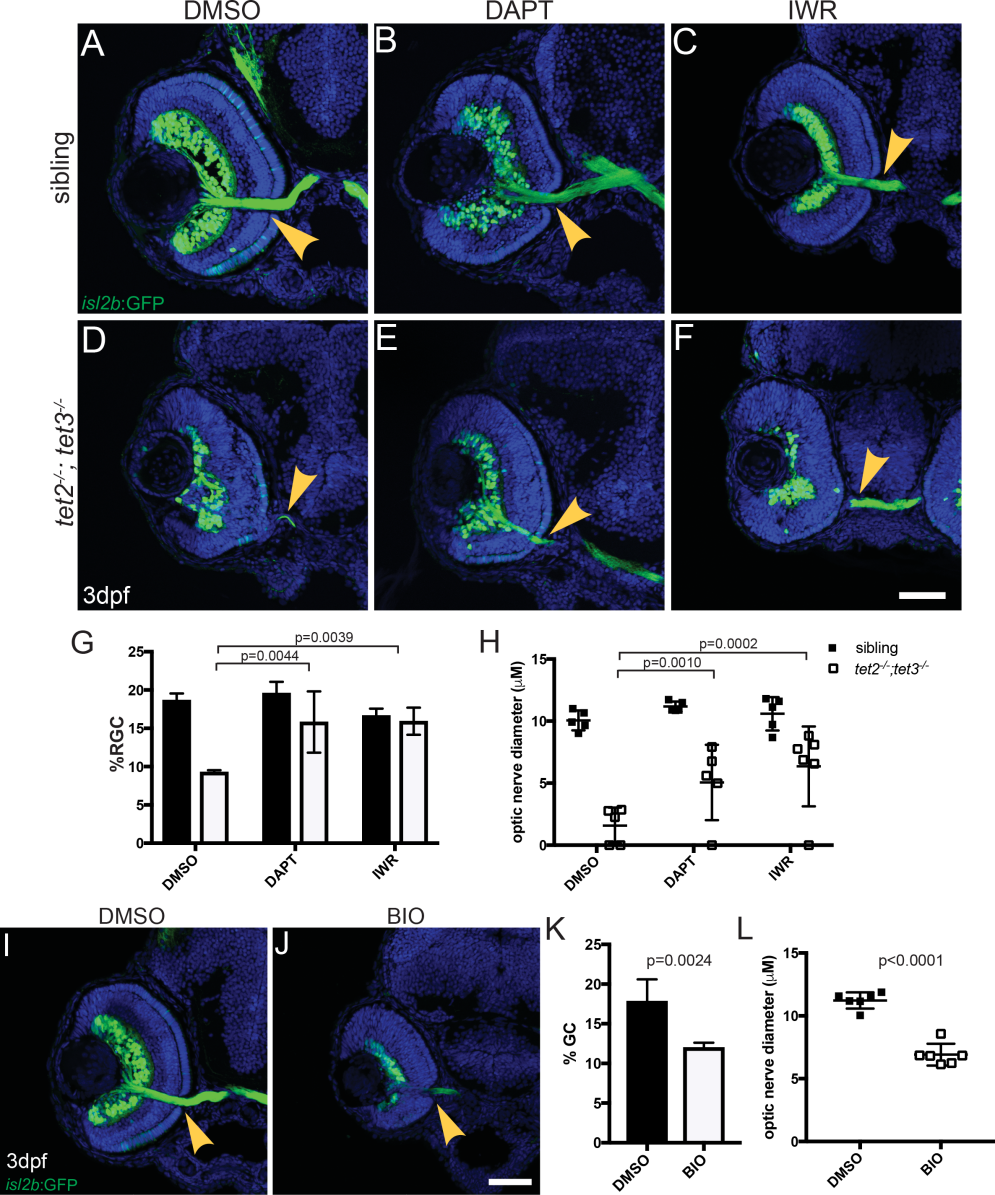
Tet2 and Tet3 function upstream of the Notch and Wnt pathways during RGC differentiation and morphogenesis. *tet2*^*-/-*^*;tet3*^*-/-*^ mutant and sibling embryos carrying *isl2b*:GFP were exposed to 50μM DAPT, 5μM IWR-1-endo, or 1% DMSO, during neurogenesis (24hpf to 72hpf) and analyzed for *isl2b*:GFP^+^ RGCs and axons. (A-C, G-H) No significant increases in optic nerve diameter or percentage of *isl2b*:GFP^+^ RGC per total cells (%RGC) were detected in sibling embryos treated with either 1% DMSO (vehicle), DAPT (Notch inhibitor), or IWR (Wnt inhibitor). (E,G,H) *tet2*^*-/-*^*;tet3*^*-/-*^ mutants treated with 50μM DAPT showed a significant increase in both the percentage of *isl2b*:GFP^+^ RGCs per retina and optic nerve diameter, when compared to DMSO-treated controls. (F-H) *tet2*^*-/-*^*;tet3*^*-/-*^ embryos treated with 5μM IWR also showed a significant increase in the percentage of *isl2b*:GFP^+^ RGCs per retina and optic nerve diameter. (I-L) Wnt signaling was upregulated by exposing wild-type embryos from 24hpf to 72hpf with 2μM BIO, a GSK3β inhibitor. (I,J) BIO-treated wild-type embryos showed reduced lamination, (K) a decreased percentage of *isl2b*:GFP^+^ RGCs per retina, and (L) decreased optic nerve diameter relative to DMSO-treated controls, (p = 0.00236 and p<0.0001). All error bars = ± 1 S.D.; n = 5 embryos (A-H) and n = 6 embryos (I-L) per condition analyzed; P-values calculated using two-way ANOVA with multiple comparisons (for G-H) and two-tailed, unpaired t-test (for K-L). Scale bar = 50μm.

### Gene expression and 5hmC distribution is disrupted in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants

Despite early specification markers being expressed relatively normally during neurogenesis at 36 and 48hpf (Fig 4), retinal neurons still do not terminally differentiate. Thus, we next sought to determine the gene expression signatures of retinal cells at 72hpf as a means to infer their identities, and we again utilized RNA-Seq to assess these. Similar to 36hpf assays, total RNA was extracted from dissected 72hpf *tet2*^*-/-*^*;tet3*^*-/-*^ eyes and used for RNA-seq. 

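In the 72hpf libraries *tet2* had an FPKM of 33.6 in sibling-labelled and 34.1 in mutant-labelled eyes, and *tet3* had 55.9 and 37.9. In the authors' table *tet2* lies on chromosome 1 of GRCz10 from 25662645 to 25693594 and *tet3* on chromosome 5 from 13809698 to 13826742. The values cover the whole gene, so they cannot separate the mutant from the wild-type alleles. The authors sequenced the libraries paired-end on a HiSeq 2500, checked reads with FastQC, mapped them with TopHat and identified changed genes with the Cufflinks package. Their table of 31950 genes, in FPKM (fragments scaled to gene length and library size), gives 1 value per genotype. FPKM holds no read counts, so the depth behind each value is not known, and no interval can be given. Differences are log2(FPKM + 1) of mutant-labelled minus sibling-labelled eyes, a scale that understates the change of low genes, and genes needed an FPKM of at least 1 in either library. The stages were sequenced and processed separately, so only changes within a stage were compared.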

Sixty-six million reads were generated and mapped to GRCz10 at 88.7% mapping efficiency. 

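At 72hpf far more genes were lower than higher in mutant-labelled eyes. Of 17307 genes, 307 had a log2 difference of -2 or less and 44 of 2 or more. The cone opsin, transducin and phosphodiesterase genes *opn1sw2*, *gnb3b* and *pde6c* were among the lowest, with differences of -5.27, -5.29 and -5.31. Among genes with an FPKM of at least 5 in either library, the highest included the heart myosin light chain genes *myl7* and *cmlc1*, listed at 0 in sibling-labelled eyes and at 13.2 and 11.9 in mutant-labelled eyes, the heart myosin heavy chain gene *vmhc* (0.654 and 12.2), *actc1a*, an alpha-actin gene of muscle (4.56 and 40.7), and the embryonic globin gene *hbbe3* (4.63 and 70.9), whose reads the close globin paralogs can share. *lgals2b*, a galectin gene, had an FPKM of 2.62 and 30.5. The small nucleolar RNA gene *SNORD22*, which poly-A capture is not designed to take up, was listed at 0 in sibling-labelled eyes and at 31.2 in mutant-labelled eyes. A copy of *5S_rRNA* was listed at 0 and 7.64, and another copy at 3.27 and 0. Without the genes of the muscle and erythrocyte lists, a setting chosen after the values were seen, 22 genes were higher and 307 lower. With 0.1 FPKM added in place of 1, 181 were higher and 646 lower.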

Comparisons of wild-type to *tet2*^*-/-*^*;tet3*^*-/-*^ mutants resulted in the identification of 212 upregulated genes and 451 downregulated genes that passed a threshold of at least a 2 log_2_ fold-change (Fig 8A and 8B; S2 Table). GO analysis was performed and, as expected, downregulated genes in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants are members of pathways tightly linked to differentiated PRs; i.e. GPCR signaling, membrane transport and ion transport. Indeed, the most downregulated genes were those encoding proteins required for PR function such as opsins (e.g. *opn1mw1*, *opn1sw1*) and components of the visual cycle (e.g. *guca1c*, *guca1g*, *gnat2*, *grk1b*) (S2 Table), an unsurprising result given the near absence of terminally differentiated PRs in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants (Fig 3). 

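Genes of the photoreceptor's light response were lower together in mutant-labelled eyes at 72hpf. Of 43 measured phototransduction genes, 33 had a log2 difference of -2 or less and all 43 of -1 or less, with a median of -2.96, below those of all random lists. Members that reached an FPKM of 1 only in sibling-labelled eyes, such as *guca1c*, *guca1g* and *grk1b*, were below 0 by construction. The visual pigment gene of rods, *rho*, had an FPKM of 2175 in sibling-labelled and 122 in mutant-labelled eyes (-4.15), and the arrestin gene of cones, *arr3a*, had 922 and 205 (-2.16). The tetraspanin genes of the outer segment, *prph2b* and *prph2a*, had differences of -5.22 and -5.06, and the cone kinase gene *grk7a* had -4.74. Of 9 photoreceptor transcription factor genes none was at -1 or less, with a median of -0.12 at percentile 24.9. Within that list *nrl* and *neurod1* were both at -0.71, and *prdm1b* was at 1.09.

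**Figure D4:**
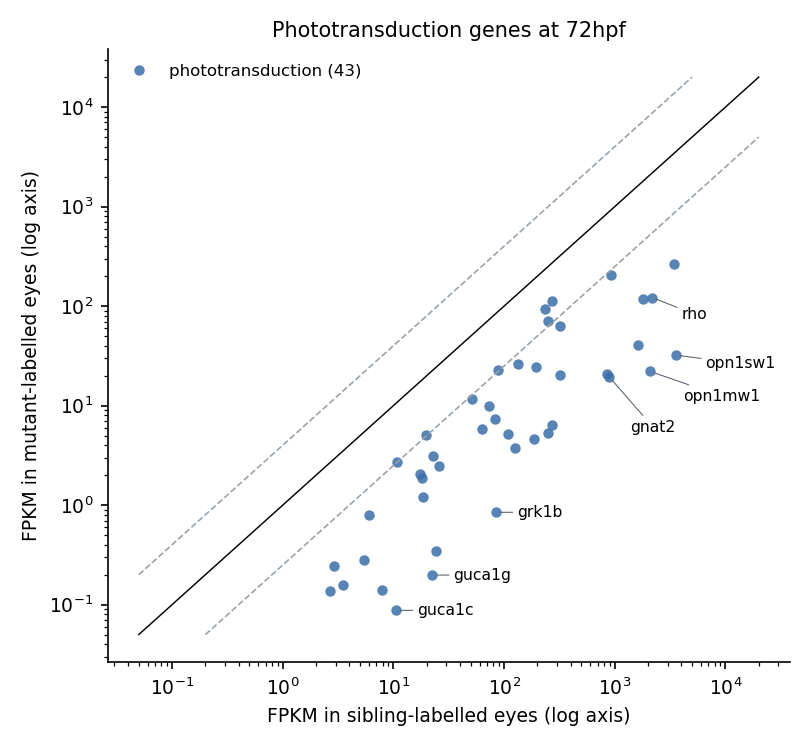
FPKM of the 43 measured phototransduction genes at 72hpf in sibling-labelled eyes (x axis) and mutant-labelled eyes (y axis), both on log axes. Each point is 1 gene, the solid line marks equal values and the dashed lines a log2 ratio of -2 and 2 with no FPKM added. All points lie below the solid line, from *guca1c* at the low end to *opn1sw1* at the high end.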

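The cone opsin genes *opn1sw1* and *opn1mw1* had the lowest log2 differences of all genes kept. *opn1sw1*, on chromosome 4 of GRCz10 from 13578815 to 13581499, had an FPKM of 3591 in sibling-labelled and 32.1 in mutant-labelled eyes, a 112-fold lower value (-6.76). *opn1mw1*, on chromosome 6 from 41184332 to 41191928, had 2093 and 22.0, a 95.0-fold lower value (-6.51), and lies in a group of close green opsin genes that can share reads. *grk1b*, a photoreceptor kinase gene, had 84.6 and 0.847 (-5.53, rank 3) and *gnat2*, the cone transducin alpha gene, had 893 and 19.4 (-5.46, rank 4). The guanylate cyclase activator genes *guca1g* (22.4 and 0.198) and *guca1c* (10.6 and 0.0875) were 113-fold and 121-fold lower, and at ranks 13 and 43 on the log2(FPKM + 1) scale. The paper relates the low values of these genes to the near absence of terminally differentiated PRs that it shows by immunohistochemistry.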

While the highest number of upregulated genes constituted the regulation of transcription category, other upregulated GO terms included skeletal muscle contraction and cardiac muscle contraction. These GO categories included genes that are not normally expressed in the eye; these included *nppa*, *vmhcl*, *chrng*, and *ucp1*, each of which encodes a protein involved in heart and muscle development and/or function (Fig 8B; S1 Table).

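Heart and skeletal muscle genes were higher together in mutant-labelled eyes at 72hpf, and so were genes of red blood cells. Of 17 measured cardiac muscle genes, 13 had a log2 difference of 1 or more and 8 of 2 or more, with a median of 1.97, and 1, *mef2ca*, was at -1 or less (named after its value was seen). Of 35 skeletal muscle genes, 27 were at 1 or more, 13 at 2 or more and none at -1 or less, with a median of 1.72. *ckma*, a muscle creatine kinase gene, had an FPKM of 3.51 in sibling-labelled and 28.2 in mutant-labelled eyes (2.69), *tnnc2*, a troponin C gene of fast muscle, had 2.01 and 17.1 (2.59), and *myl1*, a myosin light chain gene, had 2.73 and 21.1 (2.56). Red blood cell genes had a median of 1.67 over 7 genes, with 5 at 1 or more, among them *alas2*, an enzyme of heme synthesis (4.64 and 19.3). Endothelial genes had a median of 0.11 over 9 genes. The medians of the muscle and red blood cell lists lay above those of all random lists, and that of the endothelial list at percentile 65.4. In sibling-labelled eyes, 5 of the 17 cardiac and 23 of the 35 skeletal muscle genes reached an FPKM of 1. The rest passed the minimum only through mutant-labelled eyes, so their differences were above 0 by construction. They raise the counts and medians of these lists, the cardiac list most. With 0.1 FPKM added, the cardiac median was 3.26.

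**Figure D5:**
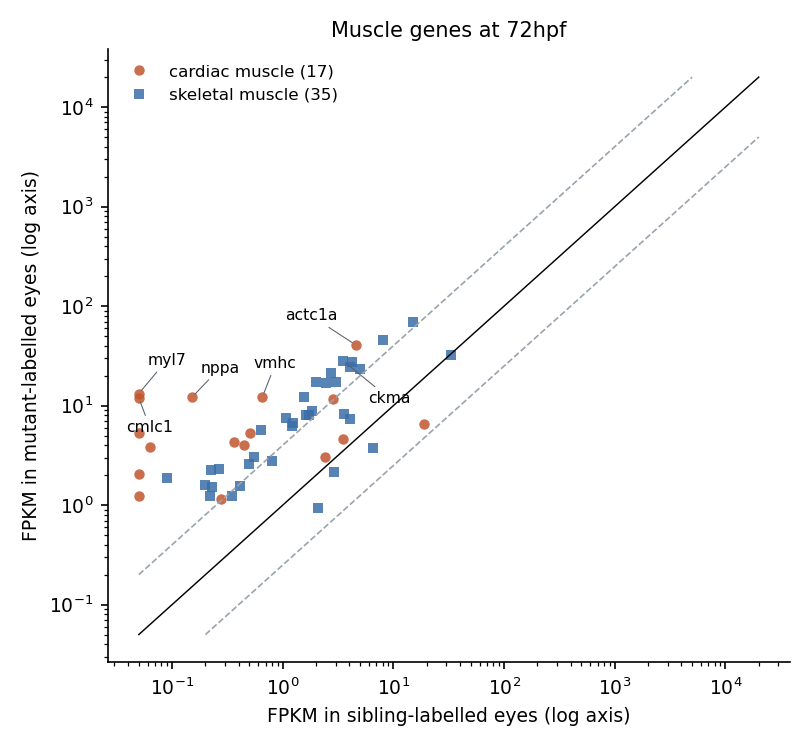
FPKM of 17 cardiac muscle genes (orange circles) and 35 skeletal muscle genes (blue squares) at 72hpf in sibling-labelled eyes (x axis) and mutant-labelled eyes (y axis), both on log axes. Each point is 1 gene, the solid line marks equal values and the dashed lines a log2 ratio of -2 and 2 with no FPKM added. Values under the left edge, those listed at 0 included, are drawn at that edge, as for *myl7* and *cmlc1*, and most points lie above the solid line.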

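The genes that the paper names, *nppa*, *vmhcl*, *chrng* and *ucp1*, were all low in sibling-labelled eyes at 72hpf and higher in mutant-labelled eyes. *nppa*, a natriuretic peptide gene of the heart on chromosome 8 of GRCz10 from 48624270 to 48628895, had an FPKM of 0.151 and 12.1. *ucp1*, which encodes a mitochondrial uncoupling protein, had 0.640 and 15.3 (log2 difference 3.32). *vmhcl*, a ventricular myosin heavy chain gene, had 0.0633 and 3.81 (2.18), and *chrng*, a subunit gene of the muscle acetylcholine receptor, had 0.0892 and 1.88 (1.40). Sibling values this far below 1 FPKM make the difference depend on the value added, and with 0.1 FPKM added it was 4.38 for *ucp1*, 4.58 for *vmhcl* and 3.39 for *chrng*.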

**Fig 8:**
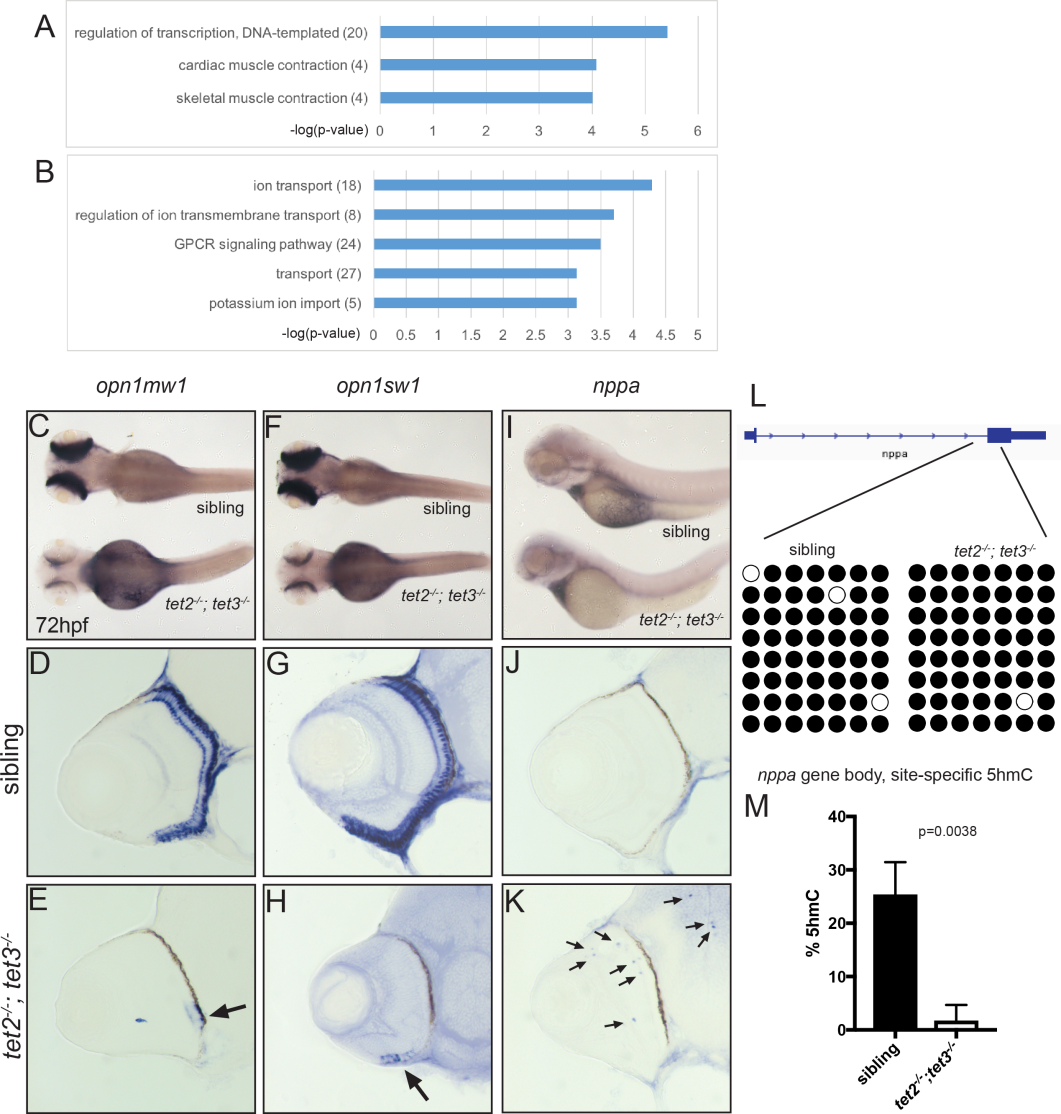
Gene expression and 5hmC levels are abnormal in *tet2*^*-/-*^*;tet3*^*-/-*^ mutant eyes at 72hpf. (A-B) GO analysis for biological pathways was performed using DAVID. Numbers in parentheses indicate number of genes enriched in each GO term. P-value cutoff = 0.001. In situ hybridization of (C-E) medium-wave sensitive (*opn1mw1*) and (F-H) short-wave sensitive opsin (*opn1sw1*). Transcripts of both genes are only detected in a few cells of the ventral retina in *tet2*^*-/-*^*;tet3*^*-/-*^ embryos (arrows in E,H; n>8). *natriuretic peptide a* (*nppa*) is normally expressed in the heart (I), and is not detected in the retina of wild-type embryos (J; n>8). (K) In *tet2*^*-/-*^*;tet3*^*-/-*^ embryos, ectopic *nppa* expressing cells were detected throughout the retina and brain (arrows) of all embryos examined (n = 16/16). (L) Bisulfite sequencing did not identify any changes in DNA methylation in any of the sixteen RNA-seq-identified target loci examined (S4 Table), including the *nppa* gene body. Bisulfite reads covering part of the first intron and second exon of *nppa* gene body are shown as black (methylated) or white (unmethylated). (M) Site-specific 5hmC quantification detected a significant, 20-fold reduction in 5hmC levels in the *nppa* gene body of 72hpf *tet2*^*-/-*^*;tet3*^*-/-*^ embryonic eye tissue, when compared to phenotypically wild-type siblings (p = 0.0038; two-tailed, unpaired t-test).

To verify RNA-seq results, we performed in situ hybridization using probes specific to selected differentially expressed genes. Both *opn1mw1* and *opn1sw1* were expressed in PRs at 72hpf of wild-type sibling embryos, and expression was largely absent in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, except in a small patch of cells in the ventral retina that corresponds to the region where differentiated PRs are detected (Fig 8C–8H). *nppa* (*natriuretic peptide precursor a*) was the most highly upregulated gene in *tet2*^*-/-*^*;tet3*^*-/-*^ mutant eyes (log_2_ fold-change = 6.3). *nppa* encodes the precursor to a peptide required for cardiovascular function and is normally only expressed in the embryonic heart [78]. 

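*nppa* had a log2 difference of 3.51 at 72hpf, which placed it at rank 5 from the highest, and of 5.60 with 0.1 FPKM added, at rank 7. *SNORD22*, *myl7* and *cmlc1*, all listed at 0 in sibling-labelled eyes, lay above it on either scale, *hbbe3* only with 1 FPKM added (3.68, against 3.91 with 0.1 FPKM added), and a copy of *5S_rRNA* and other genes listed at 0 only with 0.1 FPKM added. At 36hpf it had 23 reads in sibling-labelled and 14 in mutant-labelled eyes, a log2 fold-change of -0.98 with an interval of -2.08 to 0.01.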

All wild-type and *tet2*^*-/-*^*;tet3*^*-/-*^ mutant embryos showed normal heart expression of *nppa* (Fig 8I). Interestingly, however, in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants *nppa* was ectopically expressed in the retina and brain of all embryos (n = 16/16 embryos), while no *nppa* expression was detected in the retina or brain of wild-type embryos (n = 0/7 embryos) (Fig 8I–8K).

To gain molecular insight into the epigenetic regulation of the differentially expressed genes in *tet2*^*-/-*^*;tet3*^*-/-*^ embryos and whether these expression changes correlated with changes in 5mC or 5hmC deposition, we performed locus-specific methylation analyses, using bisulfite conversion followed by sequencing for 5mC + 5hmC, and a glucosylation-digestion assay for 5hmC specifically. We targeted regions surrounding the transcription start sites (TSSs) of *opn1sw1*, *opn1mw1*, a CpG island near a gene cluster that contains multiple opsins, including *opn1mw1*, as well as the TSS and gene body of *nppa* (S3 Table). Out of eleven targets selected for bisulfite sequencing, we observed no difference in methylation status at any CpG sites. In both wild-type and *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, all TSSs and the *nppa* gene body were fully methylated, and the opsin cluster CpG island was fully unmethylated (Fig 8L and S4 Table).

Bisulfite sequencing, while providing a nucleotide-resolution view of the methylation status of each CpG analyzed, is incapable of detecting differences between 5mC and 5hmC, meaning any CpG that appeared methylated in bisulfite assays could be either 5mC or 5hmC, or a mixture of both. To distinguish between these two epigenetic marks, we utilized glucosylation-digestion-based (Quest) assay to probe the presence of 5hmC at a glucosyl-sensitive restriction site, MspI. We selected targets that were located within or adjacent to the bisulfite-probed regions, due to the relatively sparse occurrence of MspI sites. Out of nine sites selected for analysis, only one, located in the gene body of *nppa*, showed a significant difference in 5hmC levels (S4 Table). Interestingly, 5hmC was reduced to a nearly undetectable level at this site in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, when compared to WT siblings where ~25% of the residues were hydroxymethylated (Fig 8M). These data demonstrate that *tet2* and *tet3* mutations result in defects in 5mC to 5hmC conversion within the *nppa* gene body, which could contribute to misregulated expression of the locus.

## Discussion

DNA hydroxymethylation and demethylation remain somewhat enigmatic processes in the field of epigenetics, with Tet protein function having only been identified recently (reviewed in [20]). Tet proteins are the main drivers of 5mC to 5hmC conversion and thereby key regulators of DNA demethylation [79]. However, in recent years, it has also become evident that they play roles in tissue-specific regulation of gene expression during development [24, 25, 27, 32, 34]. Despite these studies, we still know little about their developmental functions, and we know virtually nothing about Tet function during eye development.

Here, we demonstrate that tet2 and tet3 play a critical role during development of the zebrafish retina. Our data indicate that tet2 and tet3 function redundantly in zebrafish to generate 5hmC, consistent with a recent report [27]. We demonstrate that tet2 and tet3 are critical regulators of retinal cell differentiation and morphogenesis, and that they act during early retinal development by modulating cell non-autonomous pathways. Loss of tet2 and tet3 function resulted in specific defects in retinogenesis, where the RPC population was transiently expanded. Despite relatively normal specification events, retinal cells failed to differentiate and, in the case of RGCs and PRs, failed to undergo terminal morphogenesis. These defects also correlated with mis-regulated gene expression and locus-specific defects in 5hmC formation in subsets of retinal cells at later stages of development. Based on these results, we propose a model wherein Tet proteins function to regulate gene expression during the differentiation of retinal cell types. In the absence of tet2 and tet3 function, gene expression is misregulated and differentiation and terminal morphogenesis of retinal neurons is perturbed (Fig 9).

**Fig 9:**
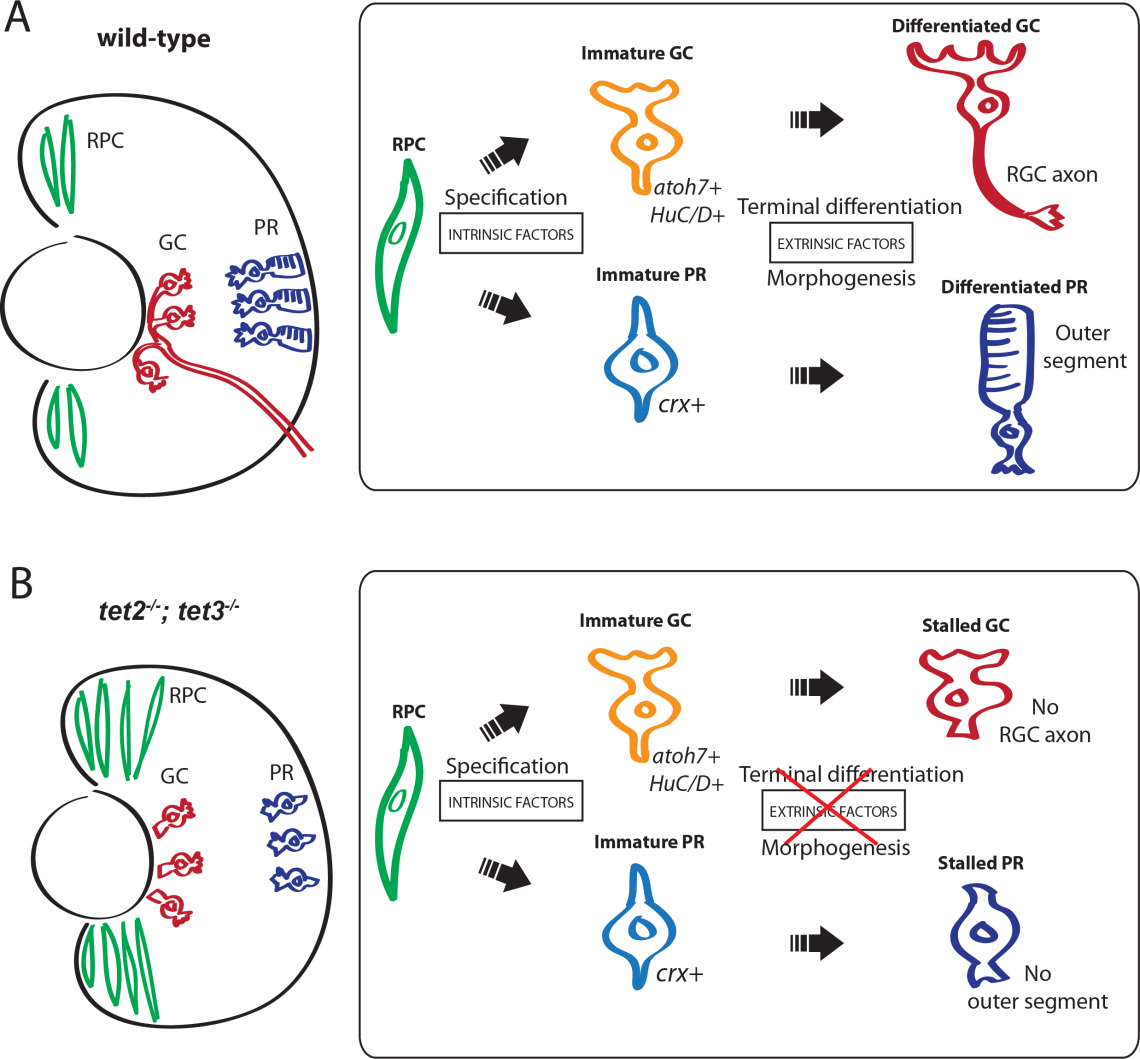
Schematic of Tet function during zebrafish retinal development. (A) During normal development, Tet proteins mediate epigenetic programming in retinal progenitor cells (RPCs; green) as they are specified into retinal neurons: retinal ganglion cells (RGCs, red) and photoreceptors (PRs, blue). These neurons undergo terminal differentiation and morphogenesis, generating axons that bundle into an optic nerve (for RGCs) and outer segments (for PRs). (B) In *tet2*^*-/-*^*;tet3*^*-/-*^ embryos, the RPC population is transiently expanded at early stages, but normal by 5dpf. Retinal neurons, despite being properly specified, fail to undergo terminal differentiation, and of those RGCs and PRs that do differentiate, many fail to undergo morphogenesis. These defects are likely caused by misregulation of cell-extrinsic factors required for terminal differentiation.

Similar to the cellular differentiation defects identified here in *tet2*^*-/-*^*;tet3*^*-/-*^ retinae, loss of Tet2 and/or Tet3 function results in differentiation defects in the hematopoietic system of zebrafish [25, 27] and humans [34]. During hematopoiesis, Tet proteins turn on genes involved in erythropoiesis by hydroxymethylating and/or demethylating the their promoters, thereby enabling expression and ultimately, triggering differentiation. Conversely, it is well established that Tet1 is a critical player in stem cell maintenance where it functions to inhibit differentiation potential [80, 81], and loss of Tet1 impairs ESC self-renewal [18]. Therefore, Tet proteins play distinct roles in different contexts: they stimulate differentiation in tissue specific contexts (e.g. retinal, blood cells), and suppress differentiation in stem cells.

In *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, early-born retinal cell types, RGCs and ACs, were less affected than later-born ones (cones, rods and Müller glia), which were almost completely absent. RGCs in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants were *isl2b*:GFP^+^ and expressed Zn8, a marker of terminal differentiation [53]. However, Zn8^+^ RGCs were restricted to the central retina, and in a subset of mutants, no optic nerve (ON) was present, while in the remainder, a severely attenuated ON formed. In these latter embryos, we speculate that the RGCs generating axons are most likely the ‘pioneer’ axons [55] that originate from the few early-born RGCs that undergo terminal differentiation and morphogenesis, while the majority of RGCs fail to complete morphogenesis to form an axon. ACs were detected in fewer number and located in an even more limited zone within the central retina of *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, and the few differentiated red/green double cones, rods or Müller glia detected in *tet2*^*-/-*^*;tet3*^*-/-*^ mutant retinae were always located in the central retina. Specification and differentiation in the zebrafish retina initiates in the ventronasal patch, adjacent to the optic nerve, and proceeds in a central to peripheral gradient [82]. That differentiated cells in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants reside in these retinal regions strongly suggests that they represent the first born cells of each retinal cell type. Zebrafish embryos are also endowed with a maternally-derived supply of mRNA and protein (reviewed in [83]). Therefore, it is possible that the centrally located and partially differentiated early born cell types in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants reflect a “maternal rescue”, and that defects in later born cell types result from depletion of maternally supplied tet2 and/or tet3. However, *tet* transcripts are not maternally deposited in zebrafish [29], and our 36hpf RNA-Seq analysis from *tet2*^*-/-*^*;tet3*^*-/-*^ mutants detects no expression of wild-type (maternally derived) *tet2* or *tet3* transcripts, making this scenario unlikely.

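Counted over the whole gene, *tet2* had 110 CPM (reads scaled to library size) in sibling-labelled and 115 CPM in mutant-labelled eyes at 36hpf, a log2 fold-change of 0.07 (interval 0.04 to 0.11). *tet3* had 95.2 and 79.8 CPM (-0.26, interval -0.30 to -0.21), and *tet1*, which was not targeted, had 23.2 and 20.8 CPM (-0.15). Of 11 genes of the Tet and Dnmt families none was at 1 or more or at -1 or less, with a median of 0.06. *dnmt3ba*, a de novo methyltransferase gene, was at 0.30. Counts per gene do not show which reads carry the mutant sequence. Of the paper's in situ hybridizations at 36hpf, those of *wnt1*, *wnt9b* and *lef1* run with the labels of these libraries, and those of *notch1a*, *deltaA* and *ascl1a*, expressed more widely in mutants, do not.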

Alternatively, tet activity could become progressively more important in RPCs as they transition from producing early born cell types to later born ones, and as the specified cells undergo terminal differentiation and morphogenesis. Moreover, that the first born neurons of each class appeared to partially differentiate, tet2 and tet3 activity could become more important over time in each class of retinal neuron, where the first born neurons of the class develop independent of tet2 and tet3 function, while subsequent neurons require it. None-the-less, in this scenario, early born cells (and cell types) still require tet activity for terminal differentiation, because the majority of RGCs in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, though properly specified, do not form axons, and similarly in PRs, centrally-located cells are specified (*crx*^*+*^) and begin to differentiate (*isl2b*:GFP^+^, zpr-1^+^ or zpr-3^+^), but do not complete outer segment morphogenesis. These data suggest that while RGCs and early born PRs may be refractory to the absence of tet activity during the earliest phases of differentiation, tet activity is still required for terminal morphogenesis. Our speculation that epigenetic regulation plays an important role in terminal differentiation of retinal neurons is also supported by recent evidence in mouse where disruption of Dnmt1, 3a and 3b resulted in severe retinal defects in which some PRs were present, but they appeared disorganized and failed to form outer segments [84], defects reminiscent to those in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants.

Mosaic analyses reveal that *tet2*^*-/-*^*;tet3*^*-/-*^ retinal phenotype occurs cell non-autonomously, and thus, that the effects of tet2 and tet3 loss of function during early retinal development are mediated by cell extrinsic events. Through a combination of candidate gene assays, transcriptomics and pharmacological manipulations, we demonstrate that elevated Notch and Wnt pathway activity is partially responsible for defects in retinal neurogenesis in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants. However, because blocking these pathways only provided partial rescue of retinal defects in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, other signaling pathways are likely to be involved and modulated by tet activity during early retinal development. Hedgehog-PKA, TGFβ/BMP, and FGF are all cell-extrinsic pathways known to contribute to retinal neurogenesis, making these attractive candidates [85–87]. While surprising, these cell non-autonomous results are consistent with those from several other recently published studies on Tet function. Indeed, Tet activity was demonstrated to modulate Nodal activity during mouse gastrulation by intrinsically regulating the methylation status and expression of the Nodal inhibitors, Lefty1 and Lefty2 [38]. Tet activity has also recently been shown to modulate Wnt ligands or Wnt target gene activity in several contexts, either directly or indirectly [36, 37]. Perhaps the most interesting of these recent studies showed that in mouse ESCs and early embryos, Tet activity is required to balance neuroectoderm vs. mesoderm fates and to inhibit Wnt signaling [36]. In Tet1/2/3 deficient ES cells and embryos, neural cell fates were lost and instead, mesodermal fates like cardiac muscle were detected. These fate changes correlated with increased promoter methylation and decreased expression of the Wnt inhibitor, Sfrp4 and hyperactive Wnt pathway activity. This parallels what we observe in the *tet2*^*-/-*^*;tet3*^*-/-*^ mutant zebrafish retina, and is exciting, because it suggests that Tet-mediated modulation of the Wnt pathway, and possibly other cell-extrinsic signaling pathways, may be a conserved function for Tets during embryonic development and organogenesis. Finally, Tet function may also influence chromatin accessibility at the genomic regions surrounding Notch and Wnt genes, enabling other transcriptional regulators to access these loci. Tets have been shown to function in regulating local chromatin environments [30, 88–90].

From RNA-seq analysis, we detected a suite of cardiac and muscle genes ectopically expressed in the retinae of 72hpf *tet2*^*-/-*^*;tet3*^*-/-*^ mutants. Further analysis of one of these, *nppa*, revealed ectopic expression in the brain and eyes of *tet2*^*-/-*^*;tet3*^*-/-*^ mutants. This expression change correlated with an almost complete loss of gene body 5hmC deposition at the *nppa* locus. Locus-specific effects like this indicate that tet2 and tet3 may also function intrinsically during retinal development, in addition to modulating cell extrinsic pathways. Tet-mediated formation of 5hmC serves as a precursor to demethylation, or as an activating mark in its own right [30]. Tet-mediated 5hmC formation could play a direct role in silencing ectopic gene expression for genes like *nppa* during retinal development. Gene body 5mC methylation positively correlates with expression [3]; therefore, in this scenario, Tet-mediated conversion to 5hmC likely serves as a precursor for subsequent demethylation and silencing. In *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, 5mC is not converted to 5hmC, and the target locus (*nppa*) is ectopically expressed by retinal and brain cells. However, Tet-activity is also required for gene body 5hmC formation that is thought to serve as an active mark [30]. Thus, an alternative model can be envisioned wherein ectopic *nppa* expression also reflects indirect consequences of loss of tet2 and tet3 activity. In this model, an intermediate silencer/repressor gene is not properly expressed by *tet2*^*-/-*^*;tet3*^*-/-*^ mutant retinal cells due to the absence of activating 5hmC marks. This scenario is not unprecedented; Li et al recently demonstrated that *tet2*^*-/-*^*;tet3*^*-/-*^ mutants possess defects in hematopoiesis, but the mutants showed no changes in methylation or hydroxymethylation at key genes in the hematopoietic network; instead, in this context, Tet-mediated effects are likely the result of mis-regulation of the Notch pathway [27]. Similarly, mutation of the *de novo* DNA methyltransferase *dnmt3bb1* results in significantly altered expression of many hematopoietic and endothelial genes, although very few of these showed any changes in DNA methylation [91]. Therefore, genes identified as differentially expressed in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants that displayed no changes in 5mC or 5hmC may not be direct targets of tet2 and tet3, but rather, reflect complex intrinsic or extrinsic regulatory pathways modulated by tet2 and tet3 activity. Testing this prediction will require genome-wide profiling of 5mC and 5hmC in the eye over multiple developmental time points and correlating these data with gene expression in a gene-by-gene fashion, as well as generating conditional loss of function tet2 and tet3 alleles such that their functions during later retinal development can be elucidated. CRISPR/Cas9 technology now makes this possible in zebrafish [92].

It is known that CXXC4/IDAX, a protein with homology to the tet3 N-terminal domain, functions as a direct inhibitor of Wnt signaling by competitively binding with Axin to Dvl [93]. In *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, we detected no tet3 protein and 5hmC was almost completely absent from the genome, supporting a catalytic role for tet2 and tet3 during development. Significant changes in the expression of several Wnt ligands was detected in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants, and these changes could result from this lack of catalytic activity (i.e. directly, from the lack of 5hmC formation at the loci, or indirectly, from the lack of 5hmC at loci encoding modulators of expression the Wnt ligands). However, alternatively, changes in Wnt ligand expression could also result from loss of the tet3 N-terminal CXXC domain, which functions independently of tet3 catalytic activity. Our data cannot yet differentiate between these possibilities. Importantly, this highlights the need to better understand the catalytic vs non-catalytic functions of tet proteins in specific tissues and organs, where tet proteins could regulate gene expression in several different ways.

Finally, in addition to DNA modifying enzymes like the Tets, chromatin regulators such as histone deacetylases and histone demethylases have also been shown to modulate cell extrinsic pathways during early retinal development [45, 94]. When combined with our work, these studies highlight that the epigenetic regulation of signaling events during development is likely to be a more significant and complex layer of regulation than previously realized. Deciphering this complex epigenetic regulation will require a comprehensive, genome-wide approach encompassing multiple profiling strategies (e.g. bisulfite sequencing, oxidative bisulfite sequencing, RNA-seq, ChIP-seq, and ATAC-Seq) in pure, isolated RPCs and differentiated retinal cell types from both wild-type embryos, as well as embryos deficient in key enzymes operating in these epigenetic pathways, like tet2 and tet3.

## Materials & methods

### Zebrafish lines and husbandry

Zebrafish were maintained at 28.5°C on a 14/10 light/dark cycle and treated in accordance with the University of Texas at Austin and University of Pittsburgh IACUC regulations governing animal research. Euthanasia utilized tricaine, following procedures standard in the field and as approved by the IACUC. Lines utilized in this study are: *tet2*^*au59*^, *tet3*^*au60*^, and *Tg(isl2b*:GFP*)*^*zc7*^ [55]. Embryos were incubated in the dark at 28.5°C and staged according to [95].

### Generation of tet mutants and overexpression lines

To generate the *tet2*^*-/-*^ and *tet3*^*-/-*^ mutant lines, TALEN constructs were generated using Golden Gate assembly [41, 96] targeting the following sequences (spacer in bold and restriction endonuclease recognition sites underlined): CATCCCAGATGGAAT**GGATAGA****TTTAAA****CTC**AACTTCTGCTTCAAC for *tet2*^*au59*^; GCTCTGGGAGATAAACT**GTAC****AGAGAAGTCAC**AGAAACCATCACCAAAT for *tet3*^*au60*^. Embryos at the 1-cell stage were injected with *in vitro* synthesized (Ambion) mRNA encoding the TALEN constructs (left and right arms) targeting *tet2* and *tet3*, separately, and raised to adulthood. At breeding age, potential founders were screened for germline transmission of mutations by sperm genomic PCR, followed by whole amplicon Sanger sequencing. Genotyping primers were: CACAAACCTCTCAGACAGGTCAGT (*tet2* forward), TCTCTGTTGACTTTCAGGGGCAG (*tet2* reverse), CAATGCCTAGATCAACCACTTAGTGTC (*tet3* forward), GTATCAGGAATGTGCAAACATCTCATTTG (*tet3* reverse). Founders with deletions that resulted in frameshifts and premature stop codons were outcrossed to wildtype females and embryos reared to adult. Potential heterozygotes were then screened for the desired mutation by restriction fragment length polymorphism (RFLP) using DraI for *tet2* and RsaI for *tet3*. RFLP fragments were resolved on a 1% agarose gel and mutant fragments were detected by the resistance to DraI and/or RsaI digestion (S2 Fig). To generate the double mutant line, heterozygotes carrying *tet2* or *tet3* mutations were crossed, and offspring were screened for the presence of both mutations by RFLP. *tet2*^*+/-*^*;tet3*^*+/-*^ fish were then incrossed to obtain *tet2*^*-/-*^*;tet3*^*-/-*^ embryos. Because homozygous mutation in either *tet2* or *tet3* alone does not affect viability, the remaining embryos survived to adult and a normal Mendelian distribution was obtained (S2 Fig).

### RT-PCR and Western blot analysis

RT-PCR for *tet2* and *tet3* was performed using exon-spanning primers listed in S3 Table. Embryos at 2dpf and 5dpf (n = 20 per genotype per condition) were euthanized and RNA extracted using RNeasy kit (Qiagen). cDNA libraries were generated using iScript cDNA synthesis kit (BioRad).

Western blot analyses was performed essentially as described [16] with slight modifications. At 3dpf, 40 embryos per condition were euthanized, de-yolked, and protein extracted. Samples were separated by electrophoresis on 4–12% bis-tris gel with NuPage MOPS SDS running buffer (Invitrogen) and transferred to PVDF membrane at 30V for 2 hours, then at 12V overnight at 4°C. Membranes were blocked in 1%BSA, 5% non-fat milk in TBST for 2 hours at RT and incubated in anti-TET3 rabbit polyclonal antibody (ab139311, Abcam) overnight at 4°C, then washed, incubated with HRP-conjugated donkey-anti-rabbit antibody (711-035-152, Jackson Immuno Research), rinsed, and incubated with substrate solution (Super Signal West Femto, Thermo Fisher). Images were acquired and band intensity quantified using ChemiDoc XRS+ system (BioRad). For normalization, membranes were stripped for 12 minutes in Restore Western Blot stripping buffer (Thermo Fisher), rinsed, re-blocked, probed with anti-actin mouse monoclonal antibody (CP01, Millipore) followed by HRP horse-anti-mouse secondary (7076, Cell Signaling) and imaged as above.

### In situ hybridization

Whole mount in situ hybridization experiments were performed essentially as described [97]. DIG-labeled RNA probes for *notch1a*, *deltaA*, *ascl1a*, *vsx2*, *pax6a*, *neurod4* and *atoh7* were described previously [43]. Probes for *tet1*, *tet2*, *tet3*, *lef1*, *wnt1*, *wnt9B*, *opn1sw1*, *opn1mw1*, and *nppa* were cloned from zebrafish cDNA using primers listed in S3 Table. PCR fragments were cloned into pGEM-T-Easy vector (Promega), sequence verified, linearized, and transcribed using SP6 and T7 polymerases with DIG RNA labeling mix (Roche). Synthesized RNA probes were purified using RNeasy kit (Qiagen), mixed 1:200 with hybridization buffer (50% formamide, 5xSSC, 0.1%tween, 5mg/ml yeast tRNA, 50μg/ml heparin), and heated to 68°C before use.

### Phylogenetic analysis

Amino acid sequences were downloaded from NCBI, using the following accession numbers: NP_085128.2 (human TET1), NP_001240786.1 (mouse Tet1), AHE93329.1 (zebrafish tet1), NP_001120680.1 (human TET2), NP_001035490.2 (mouse Tet2), AHE93330.1 (zebrafish tet2), NP_001274420.1 (human TET3), NP_898961.2 (mouse Tet3), AHE93331.1 (zebrafish tet3). Alignments and phylogenetic trees were constructed using Geneious Tree Builder software with standard neighbor-joining method (Biomatters).

### BrdU incorporation and PLM assays

5-bromo-2-deoxyuridine (BrdU) incorporation was performed using a 15-minute pulse for PLM assays, and a 2-hour time window for 48hpf-5dpf assays. Embryos were treated in 0.3% BrdU, fixed in 4% PFA in PBS, embedded, and cryosectioned at 12μm. Sections were treated with 4M HCl at 37°C for 10min, blocked in block solution (5% normal goat serum, 0.1% tween, 1% DMSO, in PBS), incubated with anti-BrdU (1:250; Abcam) in block overnight at 4°C, stained with anti-rat Cy3 secondary (1:250) and counterstained with Sytox green at 1:10,000 (Molecular Probes). Cells undergoing mitosis were detected using anti-phospho histone H3 (ser10) (1:250) (Millipore 06–570), stained with anti-rabbit Cy2 secondary (1:250), and counterstained with DAPI (1:500).

### TUNEL assay

Embryos at 36hpf, 3dpf, 4dpf, and 5dpf were fixed in 4% PFA 1xPBS at 4°C overnight, cryosectioned at 12μm, and processed for TUNEL using TMR Red in situ cell death detection kit (Roche) per manufacturer’s protocol.

### Immunohistological analysis

Immunohistochemistry was perform as described [98], with the following antibodies: zpr-1 (cones; ZIRC), zpr-3 (rods; ZIRC), zrf-1/gfap (Muller glia cells; ZIRC), Zn8 (ganglion cells; ZIRC), and HuC/D (ganglion and amacrine cells; Molecular Probes). Embryos were cryosectioned at 12μm and incubated with primary antibodies diluted at 1:200 in block overnight at 4°C, then incubated with secondary antibody (anti-mouse Cy3) for 2hrs. Sections were counterstained with Alexa Fluor-633 Phalloidin at 1:100 and Sytox green at 1:10,000 (Molecular Probes) or mounted using Vectashield with DAPI (Vector Labs). Images were acquired using Zeiss LSM5 and/or Olympus FV1200 confocal microscopes, and analyzed using ImageJ with Cell Counter plug-in (imagej.nih.gov).

### Whole-mount chromogenic immunostaining

Embryos were fixed in 4% PFA 1x PBS at 4°C overnight, rinsed once in PBST (0.1% tween-20, 1xPBS), once in water, and treated with 100% acetone for 7min at -20°C to permeabilize the tissue, then rinsed one time each in water, PBST and PBDTX (1%BSA, 1%DMSO, 0.1% TritonX, 1xPBS, pH = 7.3). Embryos were blocked for 1hr (2%NGS in PBDTX), incubated in Zn8 primary antibody (ZIRC) at 1:200 dilution 4°C overnight, washed 4 x 20min in PBDTX, and incubated in secondary horse anti-mouse HRP-tagged secondary (Cell Signaling) at 1:1,000 dilution for 2hrs. Embryos were then washed in PBSTX (0.5% Triton-X, 1xPBS) 4 x 20min, incubated in DAB working solution (Vector Labs) for 2-10min until staining was visible, rinsed in water, and stored in PBS before imaging.

### RNA extraction and transcriptome analysis

One hundred zebrafish eyes were dissected at either 36hpf or 72hpf using a flame-sharped tungsten wire, and RNA extracted using Qiagen RNeasy kit as described [67]. For 36hpf, library preparation with polyA mRNA capture and sequencing was performed using Illumina NextSeq 500 paired-end 75bp reads. 450 million reads were generated. Raw FASTQ sequences were quality checked, trimmed, and mapped using CLC Genomic Workbench 9.0.1 to zebrafish reference genome GRCz10 at 85% mapping efficiency. Transcript abundances were calculated and differentially expressed genes (DEGs) were identified using CLC Genomic Workbench 9.0.1. For 72hpf, library was prepared as above and sequenced on an Illumina HiSeq 2500 PE2x125. 66 million reads were generated. FASTQ sequences were quality checked using FastQC (Babraham Bioinformatics), mapped to GRCz10 using TopHat, and DEGs were identified using Cufflinks package from Tuxedo suite [72]. Genes with expression values above log2 fold-change of 2 are considered differentially expressed. All computational analyses utilized the Texas Advanced Computing Center and University of Pittsburgh Center for Simulation and Modeling. Raw and processed data are publicly available through NCBI Gene Expression Omnibus (accession number GSE80134).

Functional annotation was done using DAVID Bioinformatics 6.8 (https://david.ncifcrf.gov). Differentially expressed gene lists from RNA-seq were filtered for log2 fold-change of 2 or higher and submitted to DAVID Gene Ontology for biological pathways (GOTERM_BP_DIRECT).

### Mosaic retinal analysis

Shield-stage transplantation experiments were performed essentially as described [63]. Embryos were injected with Alexa Fluor 488 dextran (10,000 MW, anionic, fixable) diluted at 1% in 0.2M KCl. Cells were transplanted from labeled donor embryos into unlabeled host embryos at the shield stage, targeting the presumptive retinal field [64]. Approximately 10 cells were transplanted per host embryo to minimize the ‘community’ effect resulting from clones that are too large. Embryos were sorted at 24hpf for donor clone contribution, and fixed at 72hpf for sectioning and immunohistochemistry.

### 5mC and 5hmC quantification

Bisulfite sequencing was performed using EZ DNA Methylation-Direct kit (Zymo Research). Eye tissues at 72hpf were dissected (n = 7 per condition) and immediately processed through proteinase K digestion and bisulfite conversion. Converted DNA was purified and amplified using hot-start ZymoTaq and bisulfite-specific primer pairs (S3 Table). PCR amplicons (~300bp) were either directly sequenced or sub-cloned for sequencing. Sequencing traces were analyzed using QUMA (RIKEN, Japan). Our bisulfite treatment procedure generally yielded ~98% conversion. Clones that contained low quality sequences were manually excluded from the analysis.

Locus-specific 5hmC quantification was performed using the Quest 5hmC Detection kit (Zymo Research). Briefly, genomic DNA was extracted at 72hpf using Purelink Genomic DNA purification kit (Invitrogen). Genomic DNA was divided into three groups: 1) Glycosylated and digested with a glucosyl-5hmC sensitive endonuclease, MspI [+GT]; 2) Unglucosylated and digested with MspI [-GT] (negative control); 3) unprocessed genomic DNA [untreated] (positive control). All DNA samples were purified, and equal amounts used as templates for quantitative real-time PCR. Quantitative real-time PCR was done using SYBR green master mix in 10ul volume, and reactions run in a CFX384 detection system (BioRad). Cq values were first evaluated by comparing the difference between the +GT and -GT, and between +GT and untreated. If Cq_+GT_ is close to (<1 Cq difference) Cq_untreated_, the locus is considered fully hydroxymethylated. Conversely, if Cq_+GT_ is close to Cq_-GT_, the locus is considered non-hydroxymethylated. For each locus with Cq values that pass these criteria, they are considered partially hydroxymethylated, and percent 5hmC was calculated as follows: %5hmC = {[Cq_-GT_−Cq_+GT_] / [Cq_-GT_−Cq_untreated_]} *100.

### Enzyme-linked immunosorbent assay (ELISA)

Sandwich-based 5hmC ELISA was performed according to the manufacturer’s protocol (Zymo Research). Genomic DNA samples were extracted at 5dpf using Purelink Genomic DNA extraction kit (Invitrogen), and diluted to 1ng/μl in water, denatured by heating at 98°C and cooling on ice, and 5hmC DNA was bound to the ELISA plate coated with anti-5hmC polyclonal antibody (1:1,000). Bound DNA was detected with anti-DNA HRP antibody (1:100), and was allowed to develop for 20min. 410nm absorbance was measured by a plate reader (BioTek), and a standard curve generated using linear regression from five DNA samples with known concentrations of 5hmC. Percent 5hmC was calculated as follows: %5hmC = (absorbance—y-intercept)/slope. Note that percent 5hmC in ELISA is based on the total number of hydroxymethylated cytosines, calibrated to standards (set of DNA with known 5hmC%). For example, 0.1% 5hmC means 1 of every 1,000 cytosines is 5hmC. Percent 5hmC in the site-specific glucosylation/digestion (Quest) assay represents the relative amount of ‘protected’ 5hmC at each MspI (CCGG) site analyzed, compared to the two internal controls for each locus: fully digested DNA (representing 0% 5hmC) and undigested DNA (representing 100% 5hmC). Thus, these two numbers are not directly comparable, but should be in agreement with each other.

### Pharmacological treatment

*tet2*^*-/-*^*;tet3*^*-/-*^ mutants and sibling embryos carrying *isl2b*:GFP transgene were dechorionated and incubated from 24hpf to 72hpf in embryo medium with 50μM DAPT (N-[N-(3,5-difluorophenacetyl)-L-alanyl]- S-phenylglycine-t-butyl ester; InSolution γ-secretase inhibitor IX, 565784, Calbiochem), 5μM IWR-1-endo (5.04462.0001, Calbiochem), or 1% DMSO as vehicle control. For BIO treatment, wildtype embryos carrying *isl2b*:GFP transgene were incubated in 2μM BIO (2’Z,3’E-6-Bromoindirubin-3’-oxime, B1686-5MG, Sigma-Aldrich) from 24-72hpf. All embryos were fixed at 72hpf in 4%PFA 1xPBS, sectioned, and processed for immunostaining. Optic nerve diameter measurements were done in 5–7 embryos per condition at optic nerve head, using FluoView software (Olympus). P-values were calculated using two-way ANOVA with multiple comparison (for DAPT and IWR) and two-tailed unpaired t-test (for BIO) using Prism GraphPad.

## Supporting information

S1 Fig Tet-family gene expression and phylogenetic analyses. (A) An unrooted phylogenetic tree constructed from mouse, human and zebrafish Tet1, 2 and 3 proteins. (B-D) *tet1*, *tet2* and *tet3* are ubiquitously expressed at 24hpf. At 48 (E-G) and 72hpf (H-J) *tet2* and *tet3* are expressed in the inner nuclear layer (INL; arrowhead) and ganglion cell layer (GCL; arrows), and faintly in the outer nuclear layer (ONL). n>8 per gene per time point. Scale bar = 20μm.
(TIF)

S2 Fig *tet2* and *tet3* RFLP genotyping and genotypic distribution in adults. **(A)** Mutations were detected by restriction fragment length polymorphism (RFLP). Mutant alleles lack the recognition site for DraI (for *tet2*) and RsaI (for *tet3*), and are therefore undigested. (B) At 3-months, 96 fish were individually genotyped by RFLP. The genotypic distribution follows a Mendelian distribution for a dihybrid cross, except for the absence of *tet2*^*-/-*^*;tet3*^*-/-*^ mutations, which are embryonic lethal and *tet2*^*+/-*^*;tet3*^*-/-*^ which are juvenile lethal.
(TIF)

S3 Fig *tet2* transcript and tet3 protein are undetectable in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants. (A) At 2dpf and 5dpf, *tet2* transcripts are present in sibling but undetectable by RT-PCR in *tet2*^*-/-*^*;tet3*^*-/-*^ mutants indicating degradation, presumably via nonsense-mediated decay. (B) *tet3* transcripts are present in both sibling and *tet2*^*-/-*^*;tet3*^*-/-*^ at both time points. N = 20 embryos per condition, and experiments done in biological triplicates. RT-PCRs for *tet2* and *tet3* were done in parallel from the same cDNA pools. (C,D) At 3dpf, tet3 protein (225 kDa) is absent from *tet2*^*-/-*^*;tet3*^*-/-*^ mutants. N = 40 embryos per condition, and experiments done in biological triplicates. P<0.0001, unpaired t-test.
(TIF)

S4 Fig *tet2*^*-/-*^*;tet3*^*-/-*^ embryos possesses few apoptotic cells prior to 3dpf. TUNEL labeling was performed on cryosections of *tet2*^*-/-*^*;tet3*^*-/-*^ and sibling embryos at 36hpf, 3dpf, 4dpf, and 5dpf. No difference was observed at 36hpf (A,E), and few apoptotic cells are observed in *tet2*^*-/-*^*;tet3*^*-/-*^ at 3dpf (B,F; arrows). More apoptotic cells are observed in *tet2*^*-/-*^*;tet3*^*-/-*^ at 4dpf and 5dpf (C-D; G-H). Images are representatives of at least n = 3 embryos examined. DNA (blue), TUNEL signal (red).
(TIF)

S5 Fig *tet2*^*-/-*^*;tet3*^*-/-*^ embryos possesses fewer amacrine cells at 3dpf. Number of HuC/D-positive neurons in the INL (amacrine cells) is significantly lower in *tet2*^*-/-*^*;tet3*^*-/-*^ eyes than in sibling, although the number of HuC/D-positive cells in the GCL (consisting of ganglion and displaced amacrine cells) is not significantly different. Error bars = ± 1 S.D. Significance cut-off for p-value = 0.05 (two-tailed, unpaired t-test).
(TIF)

S1 Table List of genes differentially expressed in *tet2*^*-/-*^*;tet3*^*-/-*^ eyes at 36hpf when compared to phenotypically wild-type siblings. Expression values are cutoff at log2 fold-change over 2 or under -2.

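The fold-change column of S1 Table divides the mean log2 counts by each other. In all 765 rows of the copy used here, of which 489 are higher and 276 lower, the column equals within 0.1% the larger mean log2 count divided by the smaller, negative where that of siblings is larger, and it equals the difference of the log2 values, which is the log2 fold-change, in 1 row. The paper's text gives 489 and 278 genes. The authors' deposited table of all genes at 36hpf has the same column, which equals the ratio in 22786 of the 22897 rows that hold a log2 value above 0 for both genotypes. A gene with a mean log2 count near 0 in siblings takes a large value on this scale, and an abundant gene a value near 1.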

(XLSX)

S2 Table List of genes differentially expressed in *tet2*^*-/-*^*;tet3*^*-/-*^ eyes at 72hpf when compared to phenotypically wild-type siblings. Expression values are cutoff at log2 fold-change over 2 or under -2.

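The fold-change column of S2 Table is also a ratio of log2 values. In all 663 rows it equals within 0.1% the larger log2 value divided by the smaller, and in no row (0) does it equal their difference. The authors' deposited table for 72hpf, by contrast, gives the log2 of the ratio of the FPKM values, and lists 883 genes, 201 higher and 682 lower by 2 or more.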

(XLSX)

S3 Table List of primers used for bisulfite sequencing, Quest 5hmC qPCR, and in situ probe cloning.

S4 Table Methylation status and 5hmC enrichment at candidate loci.

How the deposited data were processed for this re-analysis (not part of the article)

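RNA from dissected zebrafish eyes was sequenced at 36hpf and 72hpf, with 1 sample labelled sibling and 1 labelled *tet2*-/-*;tet3*-/- mutant at each stage, 4 samples in all. The paper's methods name 100 dissected eyes per stage, and the labels name no replicates.

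For 36hpf the authors mapped the reads to GRCz10 and counted them with CLC Genomics Workbench 9.0.1. The header of their deposited table says FPKM, but its values are expected counts in form: each is the mean of 2 whole read counts, not scaled for depth. The authors' log2 columns hold the mean of the log2 of the same 2 counts, shown as 0 where a count is 0. The authors also deposited a signed ratio (fold) of the mean counts and a signed ratio of the log2 means, which were treated as scores and used only to describe the table. For 72hpf the authors mapped reads with TopHat, identified changed genes with the Cufflinks package and deposited FPKM for 31950 genes, and a table of 883 genes with log2 fold-changes. The versions of these tools and the annotation are not given in the sources used here. FastQC and TopHat are named too in the submitters' processing notes.

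At 36hpf the 2 counts of each gene and genotype were summed, which needed no rounding. Their sum and mean log2 gave back both whole counts for 30739 genes in sibling-labelled and 30824 in mutant-labelled eyes, leaving 649 and 564 open. The larger counts hold 52079222 and the smaller 36795018 reads in sibling-labelled eyes, and 68217308 and 38694241 in mutant-labelled eyes. With the larger counts at 58.6% and 63.8% of the reads, the chi-square per gene over genes with at least 20 reads was 1.21 for sibling-labelled and 1.27 for mutant-labelled eyes, and over genes with at least 20000 reads 1.79 and 1.56, above the value of 1 that counting noise gives, so intervals for counting error are narrower than the spread between the counts, above all for abundant genes. Whether the 2 counts are runs of 1 library or separate libraries is not given in the sources used here, and they were counted as 1 sample. Sums were scaled by TMM with edgeR 4.0.16 (effective sizes 88014843 and 107923890). A log2 fold-change was taken with 0.5 reads added in proportion to library size, over 21876 genes with at least 20 reads in both genotypes together, and genes at 2 or more, or -2 or less, were counted, the threshold the paper states. Exact (Clopper-Pearson) 95% intervals of the ratio cover counting error only, since reads were not marked by molecule. A fold against 0 reads is a bound against a floor of 3 reads. At 72hpf the difference of log2(FPKM + 1) was taken for 17307 genes with an FPKM of at least 1 in either library. A gene of any list that reached this minimum in 1 library only is higher in that library by construction. No test across samples was run, because the labels give 1 sample per genotype.

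Medians were taken of 30 gene lists fixed before the data were examined, although S1 and S2 Table had been seen: cell types of the retina (progenitor, ganglion, amacrine and horizontal, bipolar, photoreceptor transcription factors, phototransduction, Müller glia), other tissues of the eye and head (lens, pigment and RPE, epidermis, mesenchyme and cartilage, endothelium, erythrocyte, immune cells, skeletal muscle, cardiac muscle, notochord, brain outside the retina), pathways (Notch, Wnt ligands, Wnt targets and feedback, Hedgehog, Fgf, Bmp and Tgf-beta, Jak/Stat and Socs, p53 and cell death), the cell cycle, housekeeping genes, the Tet and Dnmt families and the specification markers of Fig 4. The result of the last of these lists is not reported here. A hatching gland list was added after its values were seen. Each median was set against 10000 random lists of the same size from 10 bins of mean expression, as a description of these libraries. Genes were matched by symbol, and at 72hpf the 489 symbols that stand on more than 1 row were left out of the lists.

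Genes were named by a rule set before the data were examined, although values in S1 and S2 Table had been seen: genes the paper names for the eye, the 10 largest and 10 smallest changes per stage among genes with at least 100 reads or an FPKM of at least 5, leaving out gene IDs, names with a colon and names of the form letters, digits, dot, digit, and up to 4 members per list. Of the 10 largest and 10 smallest changes before that exclusion, 4 and 4 at 36hpf and 0 and 1 at 72hpf had such names. The rule was meant for clones but also took out named genes, at 36hpf *lim2.5*, *hsp70.1* and *hsp70.3* among the smallest.

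The steps for 36hpf were tested on simulated counts for 21862 genes with 200 changed. Of 50 genes lowered by 3 on the log2 scale 49 passed the threshold, of 50 raised by 3 all 50 passed, and of 21662 unchanged genes 1 passed. The simulated counts held counting noise only, around 1 expression profile shared by both genotypes, and the changed genes had at least 100 reads. They check the steps and give no rate of false calls for the real libraries, which also differ by embryos, dissection and library preparation. Alternatives were total reads or DESeq2 1.42.0 size factors in place of TMM, 2 reads or 0.1 FPKM added, other minimums, the median difference at 72hpf set to 0, the ratio of log2 means, and the authors' tables. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and R 4.3.3 were used.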

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

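In this part the tests of heart tissue and lower shares of other cell types were chosen after the results were seen, as was the hatching gland list.

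Lens genes, which the paper does not discuss for its RNA-seq, had a median of -3.20 in mutant-labelled eyes at 36hpf. The median of bipolar cell genes at 72hpf was -1.63 over 15 genes, 10 of them at -1 or less, including the protein kinase C gene *prkca* (FPKM 39.9 and 7.38) and *cabp2a* (37.8 and 4.43). Notch pathway genes were below all random lists at 36hpf and above all of them at 72hpf, where their median was 0.93. The medians differ by 1.54 between the stages, a difference that was not tested. Medians of the epidermis (1.83) and hatching gland (7.16) lists at 36hpf and of the erythrocyte list at 72hpf (1.67) stand out in tissues that the paper does not discuss for its RNA-seq.

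Hatching gland and epidermis genes were higher together in mutant-labelled eyes at 36hpf. A lower share of lens and neurons would raise the markers of every other cell type alike. The largest gap was to immune cells, with the epidermis median 2.63 above theirs (bootstrap interval over genes 1.80 to 2.90). The immune cell median itself lay below those of all random lists, which widens this gap. Against pigment and RPE the gap was 1.79. Endothelium (median 0.65) and mesenchyme and cartilage (0.82) lay nearer to epidermis. Surface tissue carried over with the dissected eyes was not tested and stays open, and all 19 epidermis genes also reached 20 reads in sibling-labelled eyes. A change of gene expression within the mutant eyes was not tested and may also account for these genes.

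Heart, skeletal muscle and red blood cell genes were higher together in mutant-labelled eyes at 72hpf. A lower share of photoreceptors would raise other cell types alike. The largest gap was to endothelium, with the skeletal muscle median 1.61 above it (bootstrap interval over genes 0.91 to 1.98). Against pigment and RPE the gap was 1.28 (interval 0.70 to 1.60), and mesenchyme and cartilage, at 0.92, lay nearer. Skeletal muscle genes that passed the minimum only through mutant-labelled eyes raise the median of their list. The paper reports cardiac edema and blood pooling in mutants at ages that include 72hpf. Whether pooled blood raised the red blood cell genes was not tested. Muscle tissue carried over with the eyes was not tested and stays open. Heart tissue carried over also stays open, since the lowest of the abundant heart genes *myl7*, *cmlc1* and *vmhc* reached 0.985 times the FPKM of *nppa* in mutant-labelled eyes. The paper's in situ hybridization places *nppa* in the mutant retina and brain and gives no such image for the other heart genes, so expression within the retina may hold for *nppa* whatever the source of the others.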

How the results depend on the processing

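The settings that leave out gene groups or use the larger or smaller count of each pair were chosen after the data were examined. At 36hpf, total reads (402 higher, 296 lower), DESeq2 size factors (380, 311) and 2 reads added (320, 271) moved the counts by less than 1.5 times, as did the larger (319, 250) or smaller (339, 252) count of each pair. No read minimum gave 1006 higher and 829 lower genes, 100 reads 235 and 179, the ratio of log2 means 292 and 139, and intervals wholly past the threshold 126 and 161, where fewer genes can pass by construction. At 72hpf, 0.1 FPKM added gave 181 and 646, the authors' deposited table held 201 and 682 and S2 Table held 212 and 451, and the genes outside the muscle and erythrocyte lists 22 and 307. Low genes take larger changes when less FPKM is added, and the cause of the other shifts was not tested.

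No list whose median lay outside the random range changed sign. At 36hpf, 100 reads gave -3.63 for lens, 0.48 for Bmp and Tgf-beta, 0.16 for Müller glia, 0.10 for p53 and cell death and 0.0215 for Wnt ligands, and 2 reads added gave -3.12 for lens. At 72hpf, 0.1 FPKM added gave -3.70 for phototransduction, -1.85 for bipolar, 3.26 for cardiac muscle, 2.29 for skeletal muscle, 1.12 for mesenchyme and cartilage and 0.70 for Bmp and Tgf-beta. An FPKM of 5 gave -3.18 for phototransduction, -0.41 for amacrine and horizontal, 2.91 for cardiac muscle, 2.04 for skeletal muscle, 1.25 for notochord, 1.09 for Notch, 0.93 for Bmp and Tgf-beta, 0.34 for endothelium, 0.0099 for immune cells and -0.0278 for brain outside the retina. Fewer genes enter at higher minimums. Other list values moved by less than the spread of the random lists. Of 147 genes named at 36hpf, 147, 146 and 135 stayed within their counting intervals with 2 reads added, DESeq2 size factors and total reads, and of 141 named at 72hpf, 18 moved by over 1.5-fold with 0.1 FPKM added and 0 with the median difference set to 0. No named gene past the threshold changed sign.

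The edgeR and DESeq2 tests, the replicate block and the fits without replicate 1 or 2 were not run. The 2 counts of a gene differ by more than counting noise, but those recovered from the means do not say which count came from which run. The table holds no normalized values, so that alternative was not run either. No paired analysis was possible because the deposited counts are means and carry no replicate numbers. The depth behind the FPKM values at 72hpf is not known.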

Differences from the paper's values

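The threshold, the main settings and the other alternatives for the counts were set before the data were examined. The setting without gene groups and the comparisons of ranks, of the whole column of the authors' table, of *tet2* and *tet3* and of specification markers were chosen after the values were seen.

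The paper gives 212 upregulated genes at 72hpf at its threshold of 2, and 44 were found on the log2(FPKM + 1) scale. With 0.1 FPKM added there were 181, in the authors' deposited table 201, and in S2 Table 212. No minimum (44), an FPKM of 5 (40), the median difference set to 0 (43) and, chosen after seeing the values, the genes outside the muscle and erythrocyte lists (22) stayed apart from the paper's value. The paper gives 451 downregulated genes at 72hpf, and 307 were found, 451 in S2 Table and 682 in the authors' deposited table. S2 Table counts a ratio of log2 values against the threshold, and the other values are on the log2 scale.

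The paper gives a log2 fold-change of 6.3 for *nppa*, and 3.51 was found with 1 FPKM added. The log2 ratio with no FPKM added, which is that of the authors' deposited table, is 6.33. With 0.1 FPKM added it was 5.60, and with the median difference set to 0 it was 3.49. The paper names *nppa* as the most upregulated gene, and it stands at rank 1 of 883 in the authors' deposited table and at rank 5 here with 1 FPKM added.

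At 36hpf the paper's 489 upregulated and 278 downregulated genes compare with 387 and 307 found here. The column of the authors' deposited table that S1 Table holds, taken over all genes with no read minimum, gives 517 and 307. The paper's value of 9.89 for *wnt9b* is on the scale of that column, a ratio of mean log2 counts, where 9.88 was found. As a log2 fold-change *wnt9b* had 3.89. The paper names it as the highest upregulated gene, and on the log2 scale it was at rank 29. The paper cites S1 Table for *wnt1*, *wnt3*, *wnt11r* and *wnt10a*, whose ratios of log2 means in the authors' deposited table are 1.76, 1.37, 1.18 and 1.76, below its threshold of 2, although all of them were higher in mutant-labelled eyes.

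The paper states that no wild-type *tet2* or *tet3* transcripts were found at 36hpf. Counts per gene, which do not separate the alleles, gave 12459 reads for *tet2* and 8611 for *tet3* in mutant-labelled eyes. The paper's RT-PCR found no *tet2* transcripts in mutants of later stages. Its in situ hybridizations of *opn1sw1*, *opn1mw1* and *nppa* run with the labels of the 72hpf libraries. Those of *wnt1*, *wnt9b* and *lef1* run with the labels of the 36hpf libraries, while *notch1a*, *deltaA* and *ascl1a*, which it shows expressed more widely in mutants at that stage, had fewer reads in mutant-labelled eyes. The paper describes specification markers as largely normal by in situ hybridization. By reads, *pax6a* (log2 fold-change 0.12) stayed within 1 at 36hpf, while *atoh7* (-4.85) and *neurod4* (-2.14) were lower, and at 72hpf *pax6a*, *neurod4* and *atoh7* were all above 0.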

Other observations

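The tests of later differentiation and the hox and heat shock genes were chosen after their results were seen. The test of regions near the mutated genes was set before its result was seen.

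At 36hpf genes of young neurons were lower in mutant-labelled eyes. Of 21 ganglion cell genes, 13 had a log2 fold-change of -1 or less, with a median of -1.09, below all random lists. *atoh7*, which ganglion cells need to form, had 13794 reads in sibling-labelled and 585 in mutant-labelled eyes (-4.85, interval -4.98 to -4.73), and *pou4f2* had 136 and 23 (-2.83). Amacrine and horizontal cell genes had a median of -0.69 over 18 genes, with *ptf1a* at 152 and 11 reads (-4.02). The photoreceptor gene *crx* stands on 2 rows of the table, at -1.77 and -3.08. Bipolar cell genes had a median of -0.43 and Müller glia genes of 0.03, with the glutamate transporter gene *slc1a2b* at -2.21. Retinal progenitor genes had a median of 0.26, at percentile 99.8, with *meis1a* at 1.90 and *six6b* at -1.31. Cell cycle genes had a median of -0.14, with *ccnd1* at -0.70.

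At 72hpf the same early genes stood differently. *atoh7* had an FPKM of 30.5 in sibling-labelled and 81.2 in mutant-labelled eyes (log2 difference 1.38), and ganglion cell genes had a median of -0.06 over 22 genes. Notch pathway genes had 14 of 31 members at 1 or more, among them *her4.4* (8.11 and 34.5) and the ligand gene *dld* (7.62 and 27.6). Cell cycle genes had a median of 0.79, above all random lists, with 27 of 28 above 0 and *mcm7* at 74.8 and 148. Lens genes had a median of -0.96 over 47 genes. Amacrine and horizontal cell genes had a median of -0.58, with *slc6a1b* at -2.69, and Müller glia genes of -0.62, with *glula* at -1.59. The row of *crx* with high values had 432 and 412. Wnt ligand genes had a median of 0.05 and *wnt9b* an FPKM of 6.62 and 5.24, while Wnt target and feedback genes had a median of 0.19, with *sfrp2* at 2.09.

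A hypothesis is that retinal and lens differentiation runs later in the mutants. Of 6 neuron or photoreceptor genes lower at 36hpf (*atoh7*, *ptf1a*, *pou4f2*, *cxcr4b*, *irx4b* and *nr2e3*), 6 were above -1 at 72hpf, *irx4b* narrowly at -0.99. With 0.1 FPKM added or the median difference set to 0, alternatives chosen after the values were seen, 5 of 6 were, with *irx4b* at -1.12 and -1.01. For these genes the values go with a later start. The test was made on genes seen to be low at 36hpf. A normal decline of these genes in siblings by 72hpf, which could also close the gap, was not tested. None of the 6 is a lens gene, so the test does not bear on the lens. The lens median was -3.20 at 36hpf and -0.96 at 72hpf, below all random lists at both stages. Of 22 genes of the brain outside the retina, 15 were below 0 at 36hpf as well and 7 above, with a median of -0.60. The counts do not show which tissue the reads came from. Across 15441 genes kept at both stages, changes at 36hpf and 72hpf had a Pearson correlation of 0.18 and a Spearman correlation of 0.18, over genes, which are not replicates. Of 15 genes past the threshold at both stages, 13 had the same sign. With 100 reads and an FPKM of 5 as minimums it was 7 of 8, and with 2 reads and 0.1 FPKM added 25 of 33.

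Strain variants linked to the mutated genes could raise the number of large changes nearby. Of 247 genes within 5 Mb of *tet2* or *tet3*, 2.02% passed the threshold at 36hpf (interval 0.66 to 4.66). Of 19999 genes elsewhere 3.17% did, a ratio of 0.639, so no excess of large changes was seen within 5 Mb. The window holds too few of all genes for the test to decide on the pattern as a whole. Linked variants beyond 5 Mb were not tested.

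Of 9 measured hox genes, the 7 of groups 3 and 4, a grouping made after the values were seen, were lower in mutant-labelled eyes at 36hpf, 6 of them by 2 or more on the log2 scale. The others were higher, *hoxb1b* with 3 and 32 reads (a ratio of 8.70, log2 interval 1.44 to 5.47) and *hoxb8b* with 11 and 34 (log2 interval 0.32 to 2.46). *hoxd3a* had 244 reads in sibling-labelled and 28 in mutant-labelled eyes. *hoxc4a* had 64 and 0, which is 26.2-fold lower against a floor of 3 reads, with a log2 interval ending at -4.37. Genes of the brain outside the retina had a median of -0.60 over 22 genes, with 2 genes at -2 or less, such as *tbr1b* at -2.62, and 2 at 2 or more, *hoxb1b* and *egr2b* (7 and 48 reads, 2.41), and at 72hpf a median of 0.29. The heat shock genes *hsp70.3* (2495 and 37 reads) and *hsp70l* (1391 and 62 reads) were lower as well.

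Of the pathways that the paper names as further candidates, Bmp and Tgf-beta genes had a median of 0.33 at 36hpf, at percentile 99.1, with *bmp2b* at 765 and 4962 reads (interval 2.29 to 2.51), and of 0.51 at 72hpf. Fgf genes had medians of 0.29 and -0.11, with *fgf8b* at -1.97 at 36hpf, and Hedgehog genes of 0.22 and 0.61, with *smo* at 0.91 at 72hpf. The other medians at 36hpf were 0.65 for endothelium, 0.72 for erythrocyte, 0.43 for cardiac muscle, -0.25 for skeletal muscle, 0.54 for notochord, 0.25 for p53 and cell death, 0.04 for pigment and RPE and 0.04 for housekeeping genes. At 72hpf they were 0.49 for epidermis, 0.92 for mesenchyme and cartilage, 0.44 for pigment and RPE, 0.13 for retinal progenitor, 0.45 for p53 and cell death, 0.72 for notochord, 0.35 for immune cells, 0.39 for the Tet and Dnmt families, -0.0038 for Jak/Stat and Socs and 0.43 for housekeeping genes, among which *rpl13* had 579 and 1290.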
